# Beyond RNA-binding domains: determinants of protein–RNA binding

**DOI:** 10.1261/rna.080026.124

**Published:** 2024-12

**Authors:** Inbal Zigdon, Miri Carmi, Sagie Brodsky, Zohar Rosenwaser, Naama Barkai, Felix Jonas

**Keywords:** intrinsically disordered regions (IDRs), RNA binding domains (RBDs), RNA binding proteins (RBPs), *S. cerevisiae*, mRNA binding proteins (mRBPs)

## Abstract

RNA-binding proteins (RBPs) are composed of RNA-binding domains (RBDs) often linked via intrinsically disordered regions (IDRs). Structural and biochemical analyses have shown that disordered linkers contribute to RNA binding by orienting the adjacent RBDs and also characterized certain disordered repeats that directly contact the RNA. However, the relative contribution of IDRs and predicted RBDs to the in vivo binding pattern is poorly explored. Here, we upscaled the RNA-tagging method to map the transcriptome-wide binding of 16 RBPs in budding yeast. We then performed extensive sequence mutations to distinguish binding determinants within predicted RBDs and the surrounding IDRs in eight of these. The majority of the predicted RBDs tested were not individually essential for mRNA binding. However, multiple IDRs that lacked predicted RNA-binding potential appeared essential for binding affinity or specificity. Our results provide new insights into the function of poorly studied RBPs and emphasize the complex and distributed encoding of RBP–RNA interaction in vivo.

## INTRODUCTION

Gene expression depends on transcription factors (TFs) that bind regulatory regions on DNA and RNA-binding proteins (RBPs) that regulate the transcribed RNA. RBPs guide the various maturation steps of transcribed RNAs, including pre-mRNA splicing, cleavage, and polyadenylation, and further act on the mature transcripts to regulate their stability, localization, editing, or translation. The human genome contains over a thousand RBPs (Gerstberger et al. 2014) and many of these are associated with diseases such as neurodegeneration, autoimmunity, and cancer, underscoring their critical role in cell physiology (Lukong et al. 2008; Cooper et al. 2009; Castello et al. 2013; Gebauer et al. 2020).

Structural analysis has served as the main tool for describing mechanisms of RBP interaction with RNAs (Han and Nepal 2007; Pérez-Cano and Fernández-Recio 2010). Canonical RNA-binding domains (RBDs) are classified into conserved families adopting characteristic 3D structures that interact with RNA by contacting specific RNA bases or recognizing particular RNA structures (Draper 1999; Jones et al. 2001; Mackereth and Sattler 2012). Among these RBD families, the RNA recognition motif (RRM) is the most common fold, appearing in an estimated ∼1% of human proteins. Other domain families include the K-homology (KH), DEAD/DEAH helicase, and zinc finger domains, as well as ∼40 additional domain families of lesser abundance (Gerstberger et al. 2014).

A typical RBD binds RNA at low affinity and specificity, recognizing only a few nucleotides (Lunde et al. 2007; Helder et al. 2016; Corley et al. 2020; Jolma et al. 2020; Ottoz and Berchowitz 2020). Individual RRM domains, for example, bind variable motifs of two to eight bases (Maris et al. 2005; Lunde et al. 2007; Cléry and Allain 2011; Corley et al. 2020), and each repeat of the Pumilio homology domain (PUM-HD), consisting of a helix of 36 amino acids (AAs), recognizes just one base (Wang et al. 2018; Zhao 2018). The need to increase binding affinity and specificity may explain the abundance of RBPs containing multiple RBDs of the same or of different families (Lunde et al. 2007; Cléry and Allain 2011; Mackereth and Sattler 2012). PUM-HDs are comprised of eight sequential repeats, for example, thereby binding to an eight-base motif. Other well-studied examples include the PTB protein, which combines four RRM domains (Oberstrass et al. 2005), and FUS, which contains a combination of an RRM, a zinc finger, and several RGG repeats (Loughlin et al. 2019).

RBDs appearing within the same protein are often linked through disordered linkers, and these can contribute to binding affinity and specificity in at least two ways. First, the linker controls the maximal distance and relative orientation of the various RBDs and the extent to which they depend on each other (Shamoo et al. 1995; Lunde et al. 2007; Mackereth and Sattler 2012; Helder et al. 2016). Second, in some cases, the disordered linkers form direct contact with the RNA (Maris et al. 2005; Cléry and Allain 2011), an interaction that can involve a disorder-to-order transition (Handa et al. 1999; Pérez-Cañadillas 2006).

Besides the RBDs and their connecting linkers, RBPs are enriched in extended intrinsically disordered regions (IDRs) (Castello et al. 2012; Neelamraju et al. 2015). This is perhaps most notable in RBPs that lack predicted RBDs of known families, as revealed by recent unbiased screens (Hentze et al. 2018; Baltz et al. 2012; Castello et al. 2016; Beckmann et al. 2015). Functionally, IDRs can contribute to the formation of large molecular assemblies containing proteins and RNAs (Uversky and Fink 2004; Toretsky and Wright 2014; Uversky et al. 2015; Wu and Fuxreiter 2016) such as stress granules (Kedersha et al. 2013) and processing bodies (P-bodies) (Eulalio et al. 2007; Jain and Parker 2013). Short, repeated motifs often embedded within IDRs can also contribute to nonspecific RNA binding, as shown for basic stretches (Arginine-rich motifs, ARMs) (Bayer et al. 2005) or SR/RG (Phan 2011; Castello 2012; Järvelin et al. 2016; Hentze et al. 2018). Yet, most extended IDRs within RBPs remain uncharacterized.

To better understand the relative contribution of this composite of folded RBDs and IDRs to the transcriptome-wide in vivo binding and specificity of RBPs, we provide here a detailed analysis of RBP binding determinants in *Saccharomyces cerevisiae*. For this, we upscale the RNA-tagging method (Lapointe et al. 2015) and apply it to define the mRNA-binding profile of 16 mRNA-binding proteins (mRBPs) (out of 34 tested). We then proceed with extensive truncations of eight of these mRBPs, distinguishing binding determinants within predicted RBDs and adjacent IDRs lacking predicted domains.

## RESULTS

### Predicted RBDs and IDRs occupy a large fraction of the mRBP sequences and are conserved throughout evolution

To determine the relative contribution of different predicted RBDs as well as the potential contribution of linkers and extended IDRs within RBPs to RNA binding in vivo, we first wished to obtain a proteome-wide view of the predicted RBD and IDR composition of RBPs and their distribution within each protein sequence and also to compare it to that of TFs, composed of DNA-binding domains (DBDs) and IDRs, which both have a role in binding promoter targets in vivo (Brodsky et al. 2020; Kumar et al. 2023).

The budding yeast genome contains 519 proteins annotated as RBPs (Cherry et al. 2012). The majority of these form large ribo-protein complexes such as the ribosome or spliceosome. We did not include these in our analysis but focused on the 169 RBPs associated with mRNAs (i.e., mRBPs), or other RNAs (Cherry et al. 2012; Potter et al. 2018). Budding yeast contains 88 RBPs which are not associated with large enzymatic complexes (hereafter: generic RBPs, genRBPs), and 81 mRBPs, adding up to 169 proteins, a number that is comparable to that of specific TFs: 156 (Fig. 1A; Cherry et al. 2012; Weirauch et al. 2014 ). The group of mRBPs is most interesting to us, as their role in gene regulation might entail binding to a subset of the ∼6000 mRNA transcripts and identifying specific binding determinants. Sequences of mRBPs are, on average, longer than genRBPs (604 vs. 392 residues median length), and are comparable to TFs (626 residues median) (Fig. 1A; Supplemental Fig. S1A; Cherry et al. 2012; Potter et al. 2018).

**FIGURE 1.**
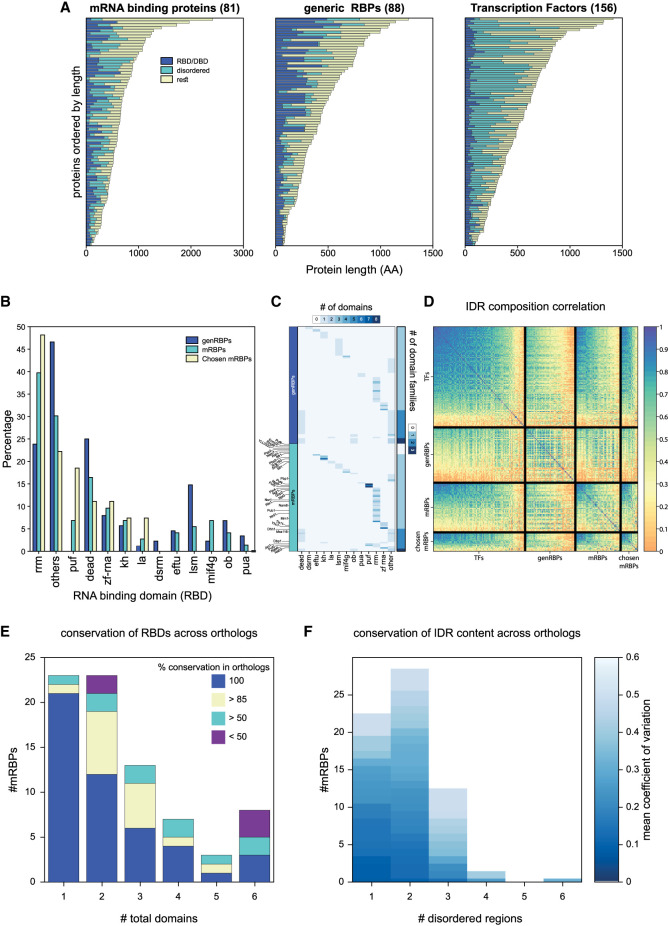
Predicted RBDs and IDRs occupy a large fraction of the mRBP sequences and are conserved throughout evolution. (*A*) Number of residues in RNA- or DNA-binding domains (RBD/DBD), disordered regions and the rest of the protein for mRBPs, genRBPs, and TFs. Proteins are ordered according to length in amino acids (AA). (*B*) Bar graph showing the percentage of genRBPs, mRBPs and chosen mRBPs containing the 12 indicated common RBDs or “others.” (*C*) Heatmap showing the type of RBDs (columns) in each of the genRBPs and mRBPs (rows); color indicates the number of domains. *Right* panel indicates the number of different domain families each RBP has. Names of the mRBPs chosen for experimental analysis are shown. (*D*) Pairwise correlation of AA composition between TFs, genRBPs, mRBPs, and chosen mRBPs. Of note, mRBPs also contain the chosen mRBPs. (*E*) Bar graph showing the number of mRBPs with 1–6 (or more) RBDs classified by the conservation of their RBD organization across all orthologs (i.e., type, number, and relative position). (*F*) Bar graph showing the number of the different mRBPs with 1–6 or more disordered regions. Color indicates the mean variation coefficient across the IDR regions of all orthologs.

We defined RBDs within mRBPs, and DBDs within TFs, based on Pfam (Mistry et al. 2021) annotation, generated through multiple sequence alignments of known family members (see Materials and Methods). Overall, predicted RBDs within RBPs can largely be classified into 12 common families (Fig. 1B). The most common RBD families were the RRM in mRBPs (37%) (Fig. 1B) and DEAD box helicase in genRBPs (25%) (Fig. 1B; Potter et al. 2018).

When examined individually, RBDs were longer than DBDs (85 vs. 36 AAs, respectively). Furthermore, when considering the full protein, multiple domains (two or more) were significantly more frequent within RBPs than within TFs. Thus, while multiple DBDs appear in only 20 TFs, multiple RBDs, usually from the same family, are present in 59% of mRBPs and 39% of the genRBPs (Fig. 1C; Supplemental Fig. S1C), with a median number of 2 RBDs per mRBPs (Fig. 1C, see Materials and Methods).

The multiplicity of RBDs within RBPs resulted in a significantly higher fraction of the RBP sequence being associated with RNA binding: annotated RBDs occupied, on average, 27% of the mRBP's sequence and 38% of the genRBPs, as compared to 13% of TF sequence being annotated as DBD (Fig. 1A; Supplemental Fig. S1B; Potter et al. 2018). Furthermore, these RBDs were most often distributed throughout the mRBP sequence rather than localized at a particular region, such that the predicted region occupied by RBDs spanned a range of 35% of protein sequence, as compared to 13% in TFs, and similar to the span of 44% of the genRBPs (Supplemental Fig. S1D; Potter et al. 2018).

A large fraction of each mRBP is, therefore, associated with mRNA binding through the multiplicity of RBDs distributed along the sequence. Since extended IDRs were also implicated in RNA binding, we next examined the fraction of RBP sequences annotated as IDRs. On average, 35% of the mRBPs’ sequence could be defined as IDR (Fig. 1A; Supplemental Fig. S1E; see Materials and Methods), and this was comparable to the fraction of IDRs within TFs (37%) (Fig. 1A; Supplemental Fig. S1E), but significantly higher than the fraction of IDRs within the genRBPs and the total proteome (16% and 17%, respectively) (Fig. 1A; Supplemental Fig. S1E; Mészáros et al. 2018). When considered together, 62% of the typical mRBP sequence was annotated as either RBD or IDR (Mészáros et al. 2018; Potter et al. 2018) (see Materials and Methods). In terms of AA composition, the IDRs of mRBPs were highly similar to the ones within TFs but were rather distinct from the ones found within the genRBPs (Fig. 1D).

We reasoned that if the multiplicity of RBDs and IDRs is of relevance for the RBP's function, it would be conserved across evolution. To test this, we compared the RBDs domain composition, individual RBDs sequence, and composition of extended IDRs between *S. cerevisiae* and related yeast species (Fig. 1E,F; Supplemental Fig. S2) up to 100 MY apart. We found a high level of conservation in both RBD composition, including identity, sequence, and location, with more than 80% of orthologs of most mRBPs sharing the same domain composition (Fig. 1E; Supplemental Fig. S2). Moreover, the presence and size of the associated IDRs were also conserved between orthologs with IDR conservation of most orthologs varying by less than 30% (Fig. 1F; Supplemental Fig. S2). We conclude that mRBPs commonly contain multiple RBDs, interspaced or flanked by extended IDRs, which together encompass a major fraction of their protein sequence.

### Selecting RBPs for experimental analysis

Our analysis above suggested that a large fraction of the mRBP sequence could contribute to RNA binding in vivo. We next wished to distinguish experimentally the relative contribution and potential interactions of predicted RBDs and IDRs within the same mRBP. For this, we first needed to select a subset of RBPs to analyze. We began by screening a large number of mRBPs. In our selection, we included mRBPs that contain different numbers of RBDs (Fig. 1C; Supplemental Fig. S1C), of different types (Fig. 1B,C), spread differently across the protein sequence, and include different fractions of IDRs (Supplemental Fig. S1E; Potter et al. 2018; Mészáros et al. 2018). We also included mRBPs that were successfully profiled previously using the RNA-tagging method. Based on these, rather loose, criteria, we chose 34 of the total 81 mRBPs for our initial screen (Fig. 1C).

### Mapping mRBP binding using the RNA-tagging method

Approaches for mapping genome-wide RBP–RNA interactions can be classified into two groups. First, common approaches are based on RNA immunoprecipitation (RIP) or cross-linking and immunoprecipitation (CLIP). Second, newer approaches identify RBP targets by fusing RBPs to RNA modifying enzymes and detecting those modifications through sequencing (Hafner et al. 2021). Although most commonly used, the RIP and CLIP methods require protein purification and are subjected to noise coming from protein fixation and from the low amounts of purified, UV-cross-linked complex. We, therefore, decided to adopt the RNA-tagging method, an RNA modification approach, in which the RBP of interest is fused to the poly(U) polymerase of *Caenorhabditis elegans* (Pup-2) (Lapointe et al. 2015). When recruited to RNA, Pup-2 adds a stretch of polyuridines to the 3′-end of the RNA. This method, therefore, allows the detection of all mRNAs bound by a given RBP of interest through high-throughput mRNA sequencing (Lapointe et al. 2015). Our optimized protocol detects poly(U) stretches specifically on target mRNAs, and further quantifies their abundance compared to the total mRNA pool (Supplemental Fig. S3).

Previous studies applied the RNA-tagging method for profiling the RBPs of the Pumilio RNA-binding protein family (Puf3-5) and the noncanonical RBP Bfr1 (Lapointe et al. 2015, 2017). 

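RNA tagging was analyzed here from the U counts of 12 libraries of the Puf3-Pup2 strain, 7 libraries of the Puf3-dPup2 strain, whose Pup-2 is catalytically inactive, and 4 libraries of the nontagged Puf3 C-Swat strain. The authors selected poly(A) RNA from yeast in exponential growth, ligated a 3′ adapter, aligned read 1 to the yeast genome and counted the Us that follow the poly(A) tail on read 2. They deposited, for each library and gene, the number of reads with 0 to 16 Us, without normalization. A library of the Puf3-Pup2 strain held 495081 to 2241490 reads with a median of 1053064. The Puf3-dPup2 libraries held 501091 to 2917011 reads with a median of 1545211. As in the paper, each library was scaled to 1000000 reads (RPM). The scaled libraries of a strain were averaged here, where the paper combined selected repeats without naming an average. All deposited libraries were used. Reads with 4–13 Us are called tagged reads. Values per library were compared by exact permutation tests, two-sided, whose smallest possible p for 12 against 7 libraries is 3.97e-05. The tagged reads of each gene were also compared between strains by edgeR's quasi-likelihood test, with all reads of that gene in that library as the offset. This test covered genes with at least 10 tagged reads over the libraries compared and a mean of at least 16 RPM, with Benjamini-Hochberg adjustment.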

We, therefore, tested our protocol first by profiling Puf3 (Fig. 2A). Fusing Puf3 to the Pup-2 enzyme led to the expected addition of poly(U) stretches of various lengths after the poly(A) tail of the known Puf3 targets (Gerber et al. 2004; Kershaw et al. 2015), most notably transcripts coding for mitochondrial proteins, and those that contained the known Puf3 binding motif (Fig. 2A).

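A modification level above 0.15 at an expression of at least 16 RPM was reached by 231 genes in the averaged Puf3 libraries. Of these Puf3 targets, 218 (94.4%) were annotated to the mitochondrion, against 23.6% of the 4458 expressed genes. The motif TGTANATA, in which N is any base, was present within 300 nt after the stop codon of 207 targets (89.6%) and of 14.7% of the other expressed genes (odds ratio 50.1, one-sided Fisher's exact test, p = 2.48e-131). With 150 nt in place of 300 nt, the share of targets with the motif was 83.5%. Among targets above the threshold in every library, HSP60 (YLR259C, chromosome XII of the R64 genome, 663284 to 665002, minus strand) had a modification level of 3.05 ± 0.445 (SD, n = 12). The modification level of HSP10 (YOR020C, chromosome XV, 370524 to 370844, minus strand) was 3.05 ± 0.588 (SD, n = 12), from 15323 tagged reads of 40270. RSM19 (YNR037C, chromosome XIV, 695052 to 695327, minus strand), which codes for a mitochondrial ribosomal protein, reached 3.05 ± 0.425 (SD, n = 12). TUF1 (YOR187W, chromosome XV, 684030 to 685343, plus strand), which codes for a translation elongation factor, had a level of 2.87 ± 0.777 (SD, n = 12). COA4 (YLR218C, chromosome XII, 573466 to 573918, minus strand) had 2.61 ± 0.492 (SD, n = 12). The motif lay 59 nt after the stop codon in HSP60, as TGTAAATA, and 10 nt after it in RSM19, as TGTATATA.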

**FIGURE 2.**
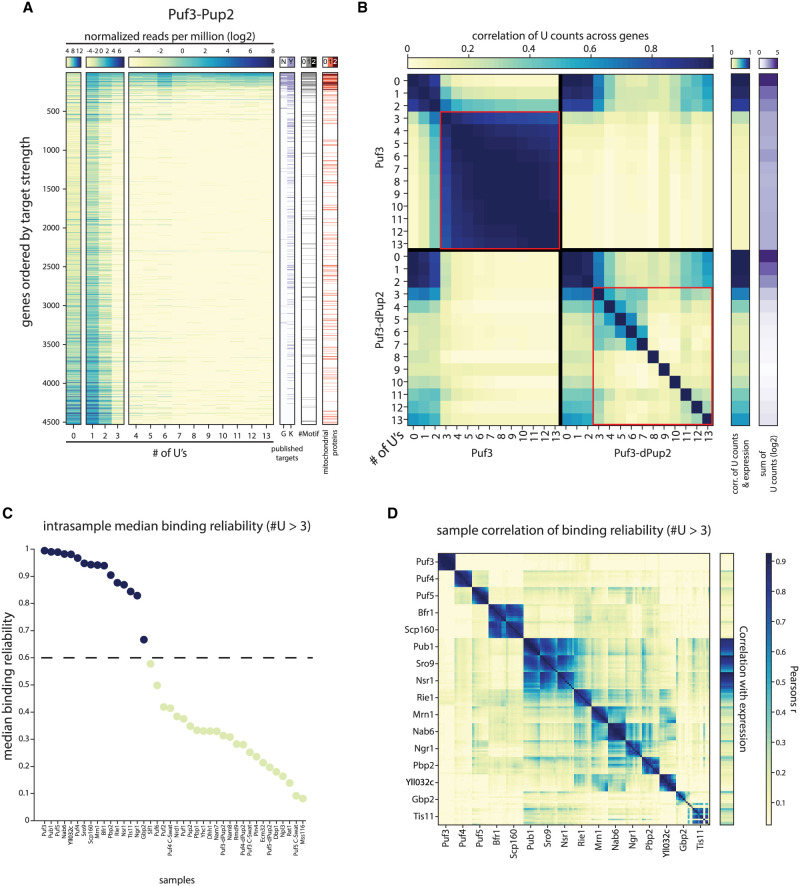
Mapping mRBP-binding profiles using the RNA-tagging method. (*A, left*) U-count matrix for Puf3-Pup2 strain, transcripts (rows) are ordered according to their modification level in log2 (binding score to expression ratio; see Materials and Methods). Color indicates the number of transcripts per million in log2 with the indicated number of Us (columns). (*Right*) Puf3 targets according to two separate publications (G, K) (Gerber et al. 2004; Kershaw et al. 2015), motif occurrences within the 3′ end, and mitochondrial GO. (*B, left* to *right*) Pairwise Pearson correlation of U counts across genes between U stretches of length 0–13 for Puf3-Pup2 and Puf3-dPup2 strains; correlation of U counts for indicated U stretch lengths with expression level in each strain (see Materials and Methods), sum of U counts across all genes for indicated U stretch lengths (0–13, log2). Marked in red: correlation of U counts for U stretches of length 4–13 across genes between themselves used to determine binding reliability (see Materials and Methods). (*C*) Median binding reliability (see Materials and Methods) for all mRBPs tested and dPup2 or nontagged (C-Swat) controls. Color indicates those mRBPs above the reliability threshold indicated by dotted line. (*D*) Pairwise Pearson correlation of U counts across genes between U stretches of length 4–13 (binding reliability), and correlation of U counts with expression for all strains with a median binding reliability above the threshold indicated in *C*.

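In the 12 Puf3-Pup2 libraries, stretches of 1 U made up 1.31% ± 0.698 of all reads, stretches of 2 Us 0.298% ± 0.210 and stretches of 3 Us 0.0601% ± 0.0191 (SD, n = 12). Across genes, which are not independent replicates, the U counts of length 1 had a Pearson correlation of 0.965 with expression. This correlation was 0.860 at length 2 and 0.284 at length 3. The 231 Puf3 targets held 6.54% of the reads with 1 U, 14.2% of the reads with 2 Us and 50.3% of the reads with 3 Us, where all reads of the library pool gave 2.86%.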

Examining the length distribution of the added poly(U) stretches, we noted that short stretches of lengths 1–3 did not localize preferentially to the known Puf3 targets but were rather proportional to transcript abundance (Fig. 2A,B). Longer stretches did not correlate with expression but were tightly correlated among themselves (Fig. 2B), reflecting their strict association with Puf3 targets (Fig. 2A). 

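The correlation of the U counts with expression in the Puf3-Pup2 strain was 0.148 at a length of 4 Us, 0.0919 at 6 Us and 0.0825 at 13 Us. U counts of length 13 correlated across genes with those of another length between 4 and 13 at up to 0.994. Puf3 targets held 69.2% of the reads with 4 Us, 86.9% of those with 6 Us and 91.7% of those with 13 Us. Stretches of 14 and 15 Us lay on the targets in 90.6% and 70.2% of the reads, and stretches of 16 Us in 4.70%.

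**Figure D1:**
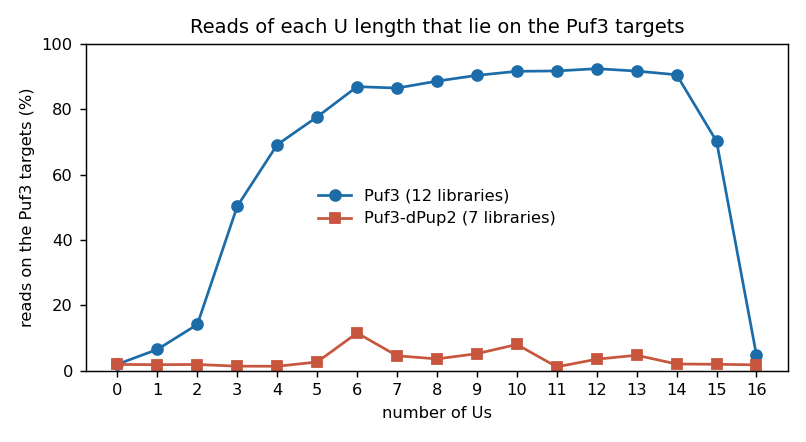
Percent of the reads of each U stretch length, from 0 to 16 Us on the horizontal axis, that lie on the 231 Puf3 targets, for the 12 Puf3-Pup2 libraries and the 7 Puf3-dPup2 libraries. In the Puf3-Pup2 libraries the share rises from 14.2% at 2 Us to 91.7% at 13 Us and falls to 4.70% at 16 Us.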

Repeating the experiment in a control strain in which Puf3 was fused to catalytically inactive Pup-2 (dPup-2), we found that short, 1–3 poly(U) stretches are still observed and retain their correlation with expression, indicating that these U counts likely reflect sequencing errors (Fig. 2B). In contrast, longer stretches were now rare, and showed little, if any correlation among themselves indicating that they no longer appear on mRNAs of the same genes (Fig. 2B). Together, we conclude, within our RNA-tagging protocol, the correlated pattern of poly(U) stretches of lengths > 3 can be used as a measure for the reliability of the observed mRNA binding.

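In the 7 Puf3-dPup2 libraries, stretches of 1 U made up 2.22% ± 0.861 of the reads, and their correlation with expression was 0.993. The share of stretches of 2 Us was 0.306% ± 0.322, with a correlation of 0.963, and that of stretches of 3 Us 0.0164% ± 0.00951, with a correlation of 0.708 (SD, n = 7). Together, the 1–3 U stretches made up 2.54% ± 1.14 (SD, n = 7) of the reads in the dPup2 strain and 1.67% ± 0.887 (SD, n = 12) in the Pup2 strain. This difference did not exceed the spread between libraries (exact permutation test, two-sided, p = 0.0884).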

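Tagged reads made up 0.622% ± 0.373 (SD, n = 12) of the reads of the Puf3-Pup2 libraries, with a range of 0.344% to 1.71%. In the Puf3-dPup2 libraries they made up 0.0133% ± 0.00378 (SD, n = 7), with a range of 0.00812% to 0.0191%. Every Puf3-Pup2 library was above every Puf3-dPup2 library, which gives the smallest p of the exact permutation test (two-sided). Within the libraries labelled as clone 1, the difference was 0.681 percentage points (7 against 5 libraries, exact permutation test, two-sided, p = 0.00253). Counting stretches of 4–16 Us in place of 4–13 Us reversed the difference to -1.02 percentage points (exact permutation test, two-sided, p = 0.304). Over the 7 dPup2 libraries, 476 reads had 4 Us, 154 reads had 5 Us and 71 reads had 6 Us. By edgeR's quasi-likelihood test, 358 of 457 genes had a higher tagged share in Puf3-Pup2 than in Puf3-dPup2 at an adjusted p under 0.05 and 0 genes had a lower one, against 369 and 0 genes at an unadjusted p under 0.05.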

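The binding reliability of a strain is the median, over the stretch lengths 4–13, of the highest correlation that the U counts of a length had with those of another length. It was 0.994 for the averaged Puf3-Pup2 libraries and 0.396 for the averaged Puf3-dPup2 libraries. Computed for each library alone, it was 0.963 ± 0.0192 (SD, n = 12) against 0.270 ± 0.0981 (SD, n = 7), with no overlap between the strains (exact permutation test, two-sided, again at the smallest p). With each library reduced to the number of reads of the smallest of them, the means were 0.935 and 0.169. From the rare and little correlated long stretches of the control, the paper concludes that the correlated pattern of the stretches above 3 Us can serve as a measure of the reliability of binding.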

We next extended the analysis to 33 additional RBPs (see Fig. 1). 

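For 33 RBPs other than Puf3, each tagged endogenously with Pup2, 97 libraries were analyzed, with 2 to 6 libraries per strain. Nab2, which the paper names among the RBPs it tested, was not one of them, so the set may differ from the paper's 33. A library held 93564 to 2887659 reads with a median of 857436. The controls were 11 dPup2 libraries of the Puf3, Puf4 and Puf5 strains (181495 to 2917011 reads, median 1278638) and 8 nontagged C-Swat libraries (220727 to 2583786 reads, median 1613162). The authors combined repeats with more than 200000 reads or a high reliability, without a number for the latter. Here, every library entered the average of its strain, and 10 of all libraries had fewer than 200000 reads. Profiles of pairs of strains were compared by the median Pearson correlation across genes over all combinations of a length from 4 to 13 in one strain with a length from 4 to 13 in the other.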

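The 16 strains with a binding reliability above 0.6 were Puf3 and 15 others. The reliability was 0.990 in Pub1, 0.989 in Puf5, 0.983 in Nab6, 0.981 in Yll032c and 0.973 in Puf4. In Mrn1 it was 0.954, in Sro9 0.951, in Scp160 0.943, in Bfr1 0.940 and in Pbp2 0.905. The lowest values above 0.6 were those of Rie1 (0.879), Nsr1 (0.874), Tis11 (0.841), Ngr1 (0.827) and Gbp2 (0.661). Reducing each strain to 200000 reads moved the number of strains above 0.6 most, to 11, without Gbp2, Ngr1, Pbp2, Rie1 and Tis11. The correlation of the profiles of 2 libraries of the same strain had a median of 0.886 over the 66 pairs of Puf3, 0.847 over the 15 pairs of Puf5 and 0.821 over the 6 pairs of Puf4. It was 0.912 in Pub1, 0.906 in Nab6, 0.758 in Mrn1, 0.632 in Rie1 and 0.575 in Nsr1. The strains with a single pair of libraries ranged from 0.869 in Yll032c to 0.394 in Tis11 and 0.150 in Gbp2.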

Sixteen of the RBPs analyzed gave a reliable binding profile, as judged by the consistent patterns of long poly(U) stretches (Fig. 2C), and the reproducibility of these long poly(U) profiles between repeats (Supplemental Fig. S4). Comparing the poly(U) profiles among these sixteen RBPs revealed that most were largely distinct, indicating specific binding to different subsets of transcripts (Fig. 2D). 

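The 16 profiles form 120 pairs of RBPs. Their median correlation across genes was 0.0813, and 100 of the 120 pairs had a correlation under 0.2. Only 4 pairs were above 0.5. As correlation of log2 modification levels, 107 pairs were under 0.2, with a median of 0.0784. As Spearman's rho of the binding scores, 1 pair was under 0.2, with a median of 0.356, and 7 were above 0.5.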

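The averaged profiles of Bfr1 and Scp160 had a correlation of 0.792 across genes, and the pairs of a Bfr1 and a Scp160 library ranged from 0.704 to 0.759. For comparison, the 2 libraries of Bfr1 had a correlation of 0.825 with each other and the 2 libraries of Scp160 one of 0.830. The strains shared 194 targets. ERG4 (YGL012W, chromosome VII, 472855 to 474276) was among the genes with the highest modification levels in both, with 2.86 ± 0.314 in Bfr1 and 3.08 ± 0.401 in Scp160 (SD, n = 2 each). In Bfr1, HXT7 (YDR342C, chromosome IV, 1154216 to 1155928) reached 3.03 ± 1.07 (SD, n = 2) from 124 reads, a value that is uncertain because 65.2% of the 25-nt words around its stop codon recur elsewhere in the genome. SPF1 (YEL031W, chromosome V, 90258 to 93905) had 3.02 ± 0.250 (SD, n = 2) in Scp160. As Spearman's rho of the binding score, the alternative that moved this pair most, the correlation was 0.588.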

The two interacting proteins Bfr1 and Scp160 gave practically the same profile, indicating their localization to the same set of transcripts (Fig. 2D). High correlations were also observed between Pub1, Sro9, and Nsr1, and, to a lesser extent, Mrn1, and Nab6 (Fig. 2D). 

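The correlation was 0.777 between Pub1 and Sro9 (0.712 to 0.815 between single libraries), 0.676 between Nsr1 and Sro9 (0.525 to 0.624) and 0.664 between Nsr1 and Pub1 (0.488 to 0.583). Between Mrn1 and Nab6 it was 0.475 (0.384 to 0.481). The next pair, Pub1 and Rie1, had 0.424. Pub1 and Sro9 shared 679 targets, Nsr1 and Pub1 308, Nsr1 and Sro9 179, and Mrn1 and Nab6 62.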

Of note, none of the dPup-2 controls gave a consistent poly(U) pattern, as expected (Fig. 2C; Supplemental Fig. S4).

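The reliability was 0.165 in Puf4-dPup2 and 0.196 in Puf5-dPup2, from 2 libraries each. The C-Swat strains reached 0.259 (Puf3), 0.415 (Puf4) and 0.0767 (Puf5). Under each of the alternative definitions of the reliability, 0 of the 6 controls were above 0.6. Against its dPup2 strain, Puf4 had a higher tagged share in 234 of 367 genes and a lower one in 0 (edgeR's quasi-likelihood test, adjusted p under 0.05), against 269 and 0 at an unadjusted p under 0.05. For Puf5, 49 of 129 genes were higher and 1 was lower, and the number of higher genes was 26 without the expression filter and 29 with limma's test on log2 tagged shares.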

We note the large number of RBPs for which the RNA-tagging method did not generate a reliable profile. This reflects the limitations of this tagging method, which likely depends on stable binding to the 3′ UTR. Indeed, such failure characterized RBPs that act during rapid transcription-related processing, including splicing (Yhc1, Nam8, Psp2, and Mss116), nuclear export (Nab2), or 3′ end processing (Rat1, Nrd1, or Nam7) (Cherry et al. 2012).

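The strain closest to the threshold was Slf1 with a reliability of 0.583, followed by Puf6 (0.496), Puf2 (0.420) and Nrd1 (0.397). Puf1 had 0.371, Psp2 0.354, Pbp1 0.341, Nam7 and Dhh1 0.336 each, Yhc1 0.322 and Nam8 0.310. Lower values were found in Rmd9 (0.285), Pin4 (0.237), Ecm32 (0.219), Dbp1 (0.183), Npl3 (0.166), Rat1 (0.144) and Mss116 (0.0872). These 18 strains were under the highest control, the Puf4 C-Swat strain, in 15 cases, and Nab2 was not analysed here.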

### Binding profiles of RBPs provide new insights into their function

We next defined the set of target genes bound by each RBP in our data set. We considered that RBP specific target transcript molecules containing longer poly(U) stretches are, on average, bound for a longer fraction of time. To account for that, we measured binding using a weighted sum of poly(U) stretches longer than 3 Us, counting the overall number of uridines associated with each transcript (hereafter: binding score, see Materials and Methods).

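In the Puf3-dPup2 strain, the log2 binding score had a Pearson correlation of 0.588 and a Spearman correlation of 0.394 with log2 expression across 4505 expressed genes, with 1 added to each value before the logarithm. In Puf4-dPup2 and Puf5-dPup2 the Pearson correlations were 0.352 and 0.373. The 50 genes with the highest binding scores in Puf3-dPup2 had a median expression percentile of 98.7.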

Similar to Puf3, highly transcribed genes often included some poly(U) stretches, and this was seen, to some extent, in control samples carrying catalytically dead Pup-2 (Fig. 3A–D). This dependence on mRNA abundance, however, differed between mRBPs. 

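Over the 16 RBPs, the correlation of log2 binding score with log2 expression ranged from 0.374 in Tis11 to 0.863 in Sro9. It was 0.820 in Nsr1, 0.698 in Rie1, 0.663 in Nab6, 0.636 in Mrn1, 0.627 in Puf4 and 0.474 in Bfr1.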

In some cases, such as Pub1, mRNA abundance fully explained the observed binding score, suggesting limited specificity (Fig. 3A). 

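For Pub1, the Pearson correlation was 0.824 and the Spearman correlation 0.719 across 4275 expressed genes, and single libraries ranged from 0.750 to 0.797 (n = 4). With 0.1 in place of 1 added before the logarithm, the Pearson correlation was 0.769. The 50 genes with the highest binding scores had a median expression percentile of 99.3. Pub1 modification levels themselves had a correlation of 0.483 with expression.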

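Puf3 binding scores had a Pearson correlation of 0.451 and a Spearman correlation of 0.4929 with expression, and single libraries ranged from 0.197 to 0.536 (n = 12). For Yll032c, the values were 0.461 and 0.345 across 4467 expressed genes. The median expression percentile of the 50 genes with the highest binding scores was 87.4 in Puf3 and 91.2 in Yll032c. In Yll032c, SIM1 (YIL123W, chromosome IX, 128151 to 129581) had a modification level of 2.14 ± 0.108 (SD, n = 2). PHO3 (YBR092C, chromosome II, 427698 to 429101) had 2.29 ± 0.0773 (SD, n = 2), an uncertain value since 25.5% of the 25-nt words around its stop codon recur elsewhere in the genome.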

In other cases, however, high binding scores were primarily observed at intermediately expressed genes, as exemplified by Puf3 and Yll032c (Fig. 3B,C).

**FIGURE 3.**
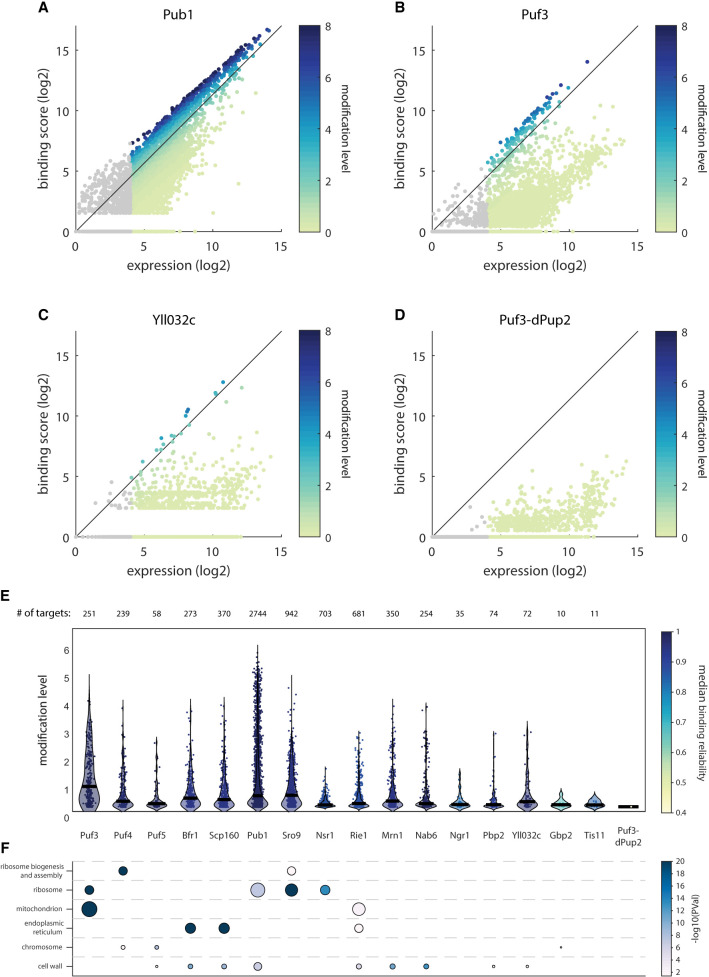
Binding profiles of RBPs provide new insights into their function. (*A*–*D*) Binding score as a function of expression (log2) for all genes in Pub1 (*A*), Puf3 (*B*), Yll032c (*C*), and Puf3-dPup2 (*D*). Color represents modification level (binding score to expression ratio; see Materials and Methods). (*E*) Distribution of modification level of targets of indicated mRBPs and Puf3-dPup2 control. Transcripts with a modification level higher than 0.15 were defined as targets. The number of targets for each RBP is indicated on *top*. Color represents the median binding reliability. (*F*) Significantly enriched (pVal < 0.05) GO groups among targets for mRBPs and Puf3-dPup2 control. Color and size indicate *P*-value and the number of targets in the GO-term, respectively.

Considering this quantitative dependence of binding score on transcript abundance, we decided to calculate the ratio of binding score to total abundance (hereafter: modification level). 

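The modification level was computed as the sum over 4–13 Us of the number of Us multiplied by the RPM, divided by the RPM of all lengths from 0 to 16 Us. Its logarithm had a correlation of 0.0607 with log2 expression in Puf3, 0.474 in Nsr1 and 0.609 in Sro9, with 0.01 added to the modification level.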

Based on the modification level, we defined, for each RBP, the set of target genes. 

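In the averaged libraries of Gbp2, 3 genes passed the threshold, among them ARO8 (YGL202W, chromosome VII, 116059 to 117561) with 0.342 ± 0.0644 (SD, n = 2). Without replicate 1, 16 genes passed, and without replicate 2, 8 genes. In Tis11, 5 genes passed, 8 without replicate 1 and 11 without replicate 2. Reads drawn from the U lengths of all dPup2 libraries at the depth of each strain gave a mean of 4.61 passing genes in Gbp2, with 9 as the highest, and a mean of 5.32 in Tis11. For Pub1, 2374 genes passed. Puf4 had 180 targets, Puf5 43, Bfr1 238, Scp160 293, Yll032c 57 and Pbp2 50. Rie1 had 487, Mrn1 230, Nab6 182 (95 without replicate 4) and Ngr1 22 (34 without replicate 1). The median modification level of the targets was 0.562 in Pub1 and 0.237 in Gbp2. A threshold of 0.1 in place of 0.15 changed the count of Gbp2 to 12, and leaving out the expression filter changed it to 13.

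**Figure D2:**
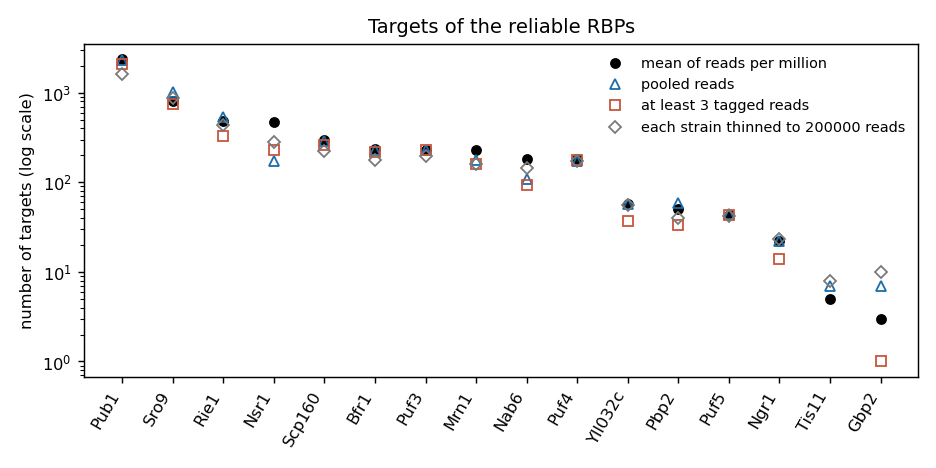
Number of targets of each of the 16 RBPs, on a logarithmic axis, from the mean RPM of the libraries, from pooled counts, with at least 3 tagged reads required, and with each strain reduced to 200000 reads. The count of 0 for Tis11 with at least 3 tagged reads is not drawn, and the counts from the mean RPM extend from 3 for Gbp2 to 2374 for Pub1.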

The number of significantly modified targets ranged from ten (Gbp2) to 2744 (Pub1), while the median modification level ranged from 0.56 for Pub1 targets to 0.24 for Gbp2 (Fig. 3E). Of note, for Pub1 for example, this modification level corresponds to an average of 11% of target transcripts being poly(U) tailed with 4 uridine or more.

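The share of tagged reads was computed for each Pub1 target and averaged over targets. It was 12.9% with an SD of 2.73 between the 4 libraries, and its median over targets was 7.73%. RPS27B (YHR021C, chromosome VIII, 147871 to 148669) had 12124 reads, of which 45.7% were tagged, and a modification level of 4.04 ± 0.337 (SD, n = 4). BOL3 (YAL046C, chromosome I, 57029 to 57385) had 4.10 ± 0.729 (SD, n = 4).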

We next searched for enriched functions within these targets using gene ontology (GO) analysis (Cherry et al. 2012). This revealed the expected enrichment of mitochondrial genes within Puf3 targets (Lapointe et al. 2015), as well as the association of Puf4 with ribosome biogenesis genes (Fischer and Olivas 2018; Kochan et al. 2021) and of Puf5 with chromosomal function (Kochan et al. 2021). 

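Gene sets were collected by keywords from the GO terms and descriptions of the R64 annotation and tested in the 16 RBPs by a one-sided hypergeometric test against the expressed genes of each strain, with Benjamini-Hochberg adjustment over 112 tests. The mitochondrial set was enriched 4.00-fold among Puf3 targets (adjusted p = 5.16e-124). The ribosome biogenesis set held 76 of the Puf4 targets (42.2% against 7.36% of expressed genes, 5.74-fold, adjusted p = 4.26e-40). The chromosome set held 23 of the Puf5 targets (53.5% against 12.1%, 4.41-fold, adjusted p = 3.77e-10). Of the Puf4 targets, 81.7% had the motif TGTANANTA within 300 nt after the stop codon, against 6.91% of the other expressed genes (one-sided Fisher's exact test, p = 1.61e-123). The motif TGTANNANTA was present in 20 of 41 Puf5 targets with an annotated coding sequence, against 8.49% of the other expressed genes (same test, p = 2.67e-11). Puf4 modified CBF5 (YLR175W, chromosome XII, 506134 to 507585) at 2.81 ± 0.740 and RRS1 (YOR294W, chromosome XV, 868340 to 868951) at 2.65 ± 0.369 (SD, n = 4). Puf5 modified TOS1 (YBR162C, chromosome II, 563203 to 564570) at 1.54 ± 0.516 and NHP6A (YPR052C, chromosome XVI, 665693 to 665974) at 1.93 ± 0.394 (SD, n = 6), the latter uncertain because its counted region overlaps YPR053C on the same strand.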

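The endoplasmic reticulum set held 132 of the Bfr1 targets (55.5%, against 14.1% of expressed genes), an enrichment of 3.94-fold (adjusted p = 2.76e-53). Among the Scp160 targets it held 147 (50.2%, against 13.9%), an enrichment of 3.599-fold (adjusted p = 5.74e-53). The cell wall set was also enriched, 4.21-fold in Bfr1 (adjusted p = 5.71e-16) and 3.34-fold in Scp160 (adjusted p = 3.68e-12).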

Bfr1 and Scp160 were both associated with ER functions, consistent with the subcellular localization of Bfr1 and Scp160 (Weidner et al. 2014) and existing mRNA tagging data (Lapointe et al. 2015). Rie1 was associated with both mitochondrial and ER functions, while Mrn1, Nab6, Pbp2, and Yll032c were associated with cell-wall (Fig. 3F; Cherry et al. 2012). 

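Mitochondrial genes made up 29.6% of the Rie1 targets and 23.4% of the expressed genes (1.27-fold, adjusted p = 0.00269). ER genes made up 18.7% and 13.9% (1.34-fold, adjusted p = 0.00563), and the cell wall set was enriched 2.10-fold (adjusted p = 4.42e-06). With sets built from gene symbols, the adjusted p was 1 for the mitochondrial set (1.08-fold) and 0.228 for the ER set (1.42-fold). The cell wall set was enriched 3.74-fold in Mrn1 (adjusted p = 4.81e-12), 3.95-fold in Nab6 (adjusted p = 1.16e-10) and 4.70-fold in Yll032c (adjusted p = 3.29e-05). For Pbp2, 7 of the targets gave 3.09-fold (adjusted p = 0.0312), and a threshold of 0.3 gave 1.77-fold (adjusted p = 0.977). Among the genes of highest modification, Nab6 had CCW14 (YLR390W-A, chromosome XII, 903724 to 904440) with 2.75 ± 0.224 and SUC2 (YIL162W, chromosome IX, 37385 to 38983) with 3.11 ± 1.198 (SD, n = 3). Mrn1 had OST4 (YDL232W, chromosome IV, 38487 to 38597) with 2.58 ± 0.602 and SHM2 (YLR058C, chromosome XII, 257992 to 259401) with 2.65 ± 0.492 (SD, n = 3). Rie1 had AIM41 (YOR215C, chromosome XV, 746725 to 747282) with 2.14 ± 0.434 and FMP46 (YKR049C, chromosome XI, 526830 to 527231) with 1.95 ± 1.08 (SD, n = 3). Pbp2 had NPC2 (YDL046W, chromosome IV, 371240 to 371761) with 2.15 ± 0.146 and TUB1 (YML085C, chromosome XIII, 97941 to 99400) with 1.52 ± 0.264 (SD, n = 2).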

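Among Mrn1, Nab6, Pbp2 and Yll032c, the profile correlation across genes was 0.405 for Mrn1 and Yll032c, 0.354 for Nab6 and Pbp2, and 0.291 for Nab6 and Yll032c. It was 0.149 for Mrn1 and Pbp2 and 0.0730 for Pbp2 and Yll032c. Mrn1 and Pbp2 shared 24 targets, Nab6 and Pbp2 16, Mrn1 and Yll032c 12, Nab6 and Yll032c 10, and Pbp2 and Yll032c 3.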

Of note, the partial correlation between these cell-wall-associated RBPs (Figs. 2D and 3F) suggests their involvement in different aspects of cell-wall function. 

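Of the 120 genes coding for cytosolic ribosomal proteins (RPs), 113 were targets of Pub1, 112 of Sro9 and 55 of Nsr1. The set was enriched 1.70-fold among the Pub1 targets (4.76% against 2.81% of expressed genes, adjusted p = 1.33e-20), 4.45-fold among the Sro9 targets (adjusted p = 1.79e-66) and 4.13-fold among the Nsr1 targets (adjusted p = 2.03e-21, one-sided hypergeometric tests). At a threshold of 0.3, the enrichment in Nsr1 was 1.12-fold (adjusted p = 1).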

Pub1, Sro9, and Nsr1 were all enriched in transcripts coding for ribosomal proteins (Fig. 3F). Closer examination revealed that this enrichment resulted from the high expression levels of these transcripts, as also the modification level of these RBPs was largely explained by transcript abundance (Fig. 2D).

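The median modification level of the RP genes was set beside that of 10000 random gene lists matched on expression in bins of 50 genes. Of the 120 genes of a list, 33 in Pub1, 40 in Sro9 and 35 in Nsr1 were drawn with replacement. The percentiles thus rest in part on repeated genes. In Pub1 it was 2.12 for the RP genes and 2.48 for the matched lists, below each of them (percentile 0). In Sro9 it was 0.915 against 0.997 (percentile 26.0), and bins of 100 genes moved the percentile to 62.9. In Nsr1 it was 0.141 against 0.107 (percentile 100). The paper attributes the enrichment to the high expression of the RP transcripts, and bases this also on the modification levels of these RBPs, which abundance largely explained.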

This expression-related binding score suggests limited specificity and a general role in translation. Consistently, Pub1 was shown to modulate stop-codon decoding during translation termination, a function that is required in all translated mRNAs, and the poorly characterized Sro9 localizes to polysomes (Sobel and Wolin 1999). Of note, Pub1 and Sro9 have a large number of targets (2744 and 942, respectively), which they bind strongly and with high (median) modification levels (0.56 and 0.58, Fig. 3E), while Nsr1 binds a large number of targets (703), but probably weaker as its modification level is half of that of Pub1 (0.23, Fig. 3E). 

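In Sro9, 816 genes passed the threshold with a median modification level of 0.509, and in Nsr1, 477 genes with a median of 0.214. Without Nsr1 replicate 3, the latter count was 293. The 2 Sro9 libraries held 93564 and 2361683 reads and had equal weight in the average. With libraries over 200000 reads only, 1033 genes passed in Sro9, and pooled counts gave 1031. Requiring modification in every library and at least 100 reads left 1124 targets of Pub1, 499 of Sro9 and 16 of Nsr1. PLN1 (YKR046C, chromosome XI, 524223 to 525074) had a modification level of 2.76 ± 2.04 (SD, n = 2) in Sro9. TIF1 (YKR059W, chromosome XI, 554987 to 556174) had 2.57 ± 0.911 (SD, n = 2), an uncertain value since 68.4% of the 25-nt words around its stop codon recur elsewhere in the genome. The corresponding Nsr1 genes were RPC31 (YNL151C, chromosome XIV, 347766 to 348521) with 0.899 ± 0.529 and COX9 (YDL067C, chromosome IV, 334217 to 334396) with 0.467 ± 0.446 (SD, n = 4).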

A possible explanation for a weaker binding of Nsr1 to its targets could be its additional roles in rRNA processing and DNA binding (Cherry et al. 2012). We conclude that the RNA-tagging method provides reliable binding data describing the binding targets and strength for sixteen of the RBPs we have tested.

### Differential contribution of RBDs to binding affinity and specificity

Next, we examined the contribution of different regions within RBPs to their in vivo binding affinity and specificity. The RBPs that were successfully profiled included different combinations of RBDs. In some cases, all RBDs were localized to a single region of the protein, while in others the RBDs were dispersed across the sequence. We, therefore, chose eight RBPs that gave a reliable binding signal. In four of those, the RBDs were clustered together, flanked by long IDRs (Puf3, Puf4, Puf5, and Mrn1) (Fig. 4A; Supplemental Figs. S2A and S5B–D), and the other four included dispersed RBDs (Pub1, Rie1, Nab6, and Scp160) (Fig. 4B–D; Supplemental Figs. S2A and S5A).

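RNA tagging was measured in 25 libraries of 11 strains that lack an RBD or a region with several RBDs, with 2 to 4 libraries per strain and 512476 to 5553199 reads per library (median 1064915). The intact proteins are called WT. Their libraries numbered 12 for Puf3, 4 for Puf4, 6 for Puf5, 3 for Mrn1, 4 for Pub1, 3 for Rie1, 3 for Nab6 and 2 for Scp160. WT libraries held 1304567 to 2887659 reads in Puf4 (median 1594099), 861659 to 2455946 in Puf5 (1386338) and 251743 to 2325311 in Mrn1 (1041168). The range was 241734 to 1319709 in Pub1 (794214), 433519 to 1052288 in Rie1 (708740), 465216 to 2269919 in Nab6 (1178106) and 1081236 to 1723842 in Scp160 (1402539). The share of tagged reads over the WT targets was computed for each library and compared by an exact permutation test. Tagged reads per gene were compared between WT and each deletion as for dPup2. A WT target was counted as kept when it was also a target of the deletion, and a target of the deletion outside the WT set was counted as new. The labels leave open whether Scp160 Δ6 lacks an RBD, and it is given beside the Scp160 strain that lacks 4 RBDs (Δ4).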

**FIGURE 4.**
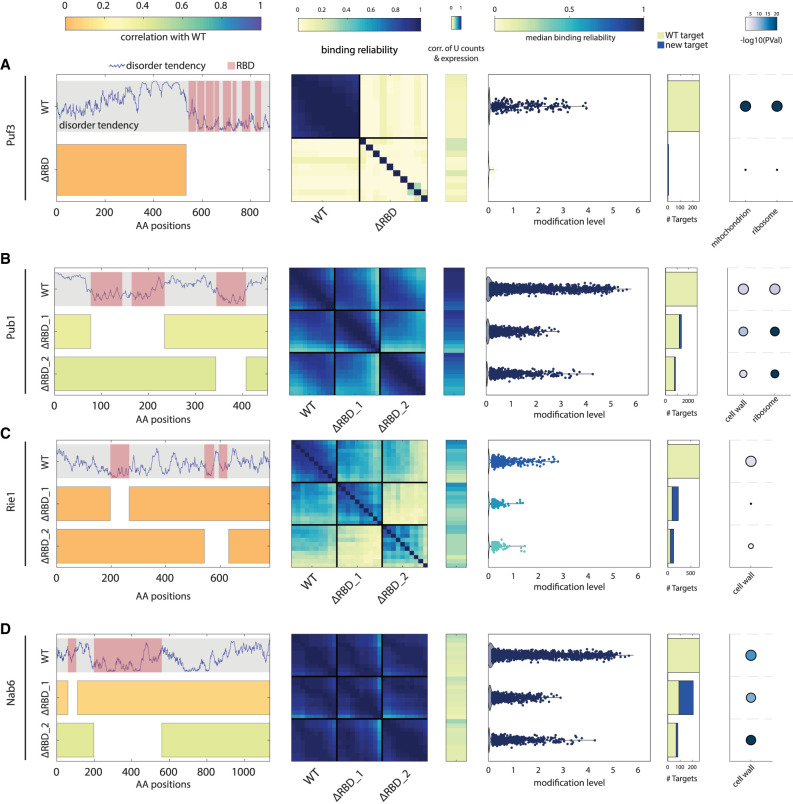
Differential contribution of RBDs to binding affinity and specificity. (*A, left* to *right*) Disorder tendency along the length of Puf3 with RBDs indicated in pink. Beneath, a representation of the residues kept in the RBD deletion strain; color indicates the correlation of the modification level in log2 between the mutant and WT strain. Heatmap of binding reliability for WT and RBD deletion strain (see Fig. 2B). Correlation of expression with U counts for U stretch length 4–13. Scatter showing the modification level of each target, color indicates median binding reliability. Bar graph of the number of targets classified into old or new with respect to WT targets. GO-term enrichment of WT and mutant targets (as in Fig. 3F). (*B*–*D*) As in (*A*) for Pub1, Rie1, and Nab6. See Supplemental Figure S5A–D for Scp160, Puf4, Puf5, and Mrn1.

As a first analysis, we considered the role of RBDs clustered in the same region, by deleting the full region. This deletion consistently led to a complete loss of binding signal, as indicated by the loss of correlations between poly(U) stretches of different lengths, and the lack of significantly bound genes (Fig. 4A; Supplemental Fig. S5B–D).

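Over the WT targets, the share of tagged reads was 17.6% ± 5.16 (n = 12) in Puf3 and 0.0184% ± 0.0197 (n = 3) in Puf3 ΔRBD (SD, exact permutation test, two-sided, p = 0.0044, the smallest possible). In Puf4 it was 9.61% ± 1.12 (n = 4) and 0.0206% ± 0.0146 (n = 4) without the RBDs (SD, exact permutation test, two-sided, p = 0.0286, the smallest possible). For Puf5, 7.23% ± 2.14 (n = 6) stood against 0.00225% ± 0.00319 (n = 2), and for Mrn1 9.34% ± 0.588 (n = 3) against 0.0685% ± 0.0285 (n = 2). These designs cannot reach 0.05, and the exact permutation tests (two-sided) gave their smallest p of 0.0714 and 0.2. The titles of the Puf5 ΔRBD libraries also name a truncation. Whether this strain lacks a non-RBD region as well is left open. The reliability of the ΔRBD strains was 0.146 in Puf3, 0.358 in Puf4, 0.0923 in Puf5 and 0.215 in Mrn1. Of the WT targets, 0 were kept in Puf3, Puf4 and Puf5 ΔRBD, and 2 (0.870%) in Mrn1 ΔRBD, while 4, 0, 1 and 14 new genes passed. By edgeR's quasi-likelihood test, the tagged share was lower at an adjusted p under 0.05 in 228 of 449 genes in Puf3 ΔRBD, 303 of 372 in Puf4 ΔRBD, 89 of 128 in Puf5 ΔRBD and 151 of 255 in Mrn1 ΔRBD. It was higher in 0 genes in each, also at an unadjusted p under 0.05. Without Puf3 ΔRBD replicate 3, the count for Puf3 was 148, and leaving out the expression filter moved that for Puf5 to 59.

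**Figure D3:**
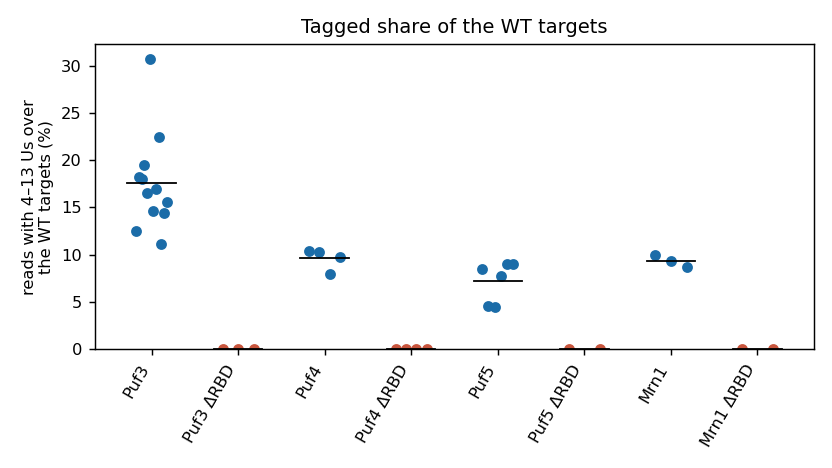
Percent of the reads over the WT targets that carry 4–13 Us, for each library of WT and ΔRBD strains of Puf3, Puf4, Puf5 and Mrn1. Each point is a library. The ΔRBD libraries have means of 0.00225% to 0.0685%, against 7.23% to 17.6% in WT.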

Next, we considered the four RBPs having dispersed RBDs and deleted each RBD-containing region individually. 

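For Pub1, the share of tagged reads over the WT targets was 26.9% ± 2.50 (n = 4) in WT, 10.7% ± 0.474 (n = 2) in ΔRBD_1 and 10.8% ± 0.701 (n = 2) in ΔRBD_2 (SD). For Rie1, it was 6.19% ± 2.54 (n = 3) in WT, 1.32% ± 0.138 (n = 2) in ΔRBD_1 and 0.853% ± 0.109 (n = 2) in ΔRBD_2 (SD). For Scp160, WT had 12.2% ± 1.66, Δ4 3.87% ± 1.59 and Δ6 1.29% ± 0.183 (SD, n = 2 each). For Nab6, the share was 13.96% ± 0.698 (n = 3) in WT, 14.1% ± 0.755 (n = 2) in ΔRBD_1 and 5.70% ± 1.79 (n = 2) in ΔRBD_2 (SD). The difference of Nab6 ΔRBD_1 was within the spread of the libraries (exact permutation test, two-sided, p = 1). In the other strains each deletion library was under each WT library. The smallest p these exact permutation tests (two-sided) allow is 0.133 in Pub1, 0.2 in Rie1 and Nab6 and 0.333 in Scp160.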

In all four cases, the binding signal for the original, WT targets was reduced, but not eliminated (Fig. 4B–D; Supplemental Fig. S5A). This reduction in binding signal has led to a loss of weakly bound targets. 

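The same threshold defines targets in WT and deletions, so that WT targets near it are lost first even without a change in binding. The medians of the kept and lost targets were 1.55 and 0.349 in Pub1 ΔRBD_1, 2.18 and 0.383 in ΔRBD_2, and 0.481 and 0.268 in Rie1 ΔRBD_1. They were 0.849 and 0.229 in Nab6 ΔRBD_1, whose tagged share over the WT targets was not reduced, 1.22 and 0.232 in Nab6 ΔRBD_2, and 0.614 and 0.336 in Scp160 Δ4. Nab6 ΔRBD_1 kept 73 of its 182 WT targets (40.1%), and 71.6% when Nab6 replicate 4 was left out. Nab6 ΔRBD_2 kept 53 (29.1%, 55.8% without Nab6 replicate 4), Scp160 Δ4 kept 164 (56.0%, 32.4% without its replicate 1) and Δ6 kept 39 (13.3%). To set a scale for these shares, each WT library was treated alike and kept a mean of 43.3% (27.7% to 73.7%) of the targets of the other WT libraries in Nab6, 67.8% (54.3% to 81.4%) in Scp160, 67.0% (63.5% to 72.2%) in Pub1 and 42.2% (22.6% to 57.0%) in Rie1. Single libraries of Nab6 ΔRBD_1 kept a mean of 44.9% on this scale, those of Nab6 ΔRBD_2 33.0%, of Scp160 Δ4 44.4% and of Δ6 14.1%. The values were 40.7% and 26.9% in the Pub1 deletions and 12.8% and 7.67% in the Rie1 deletions.

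**Figure D4:**
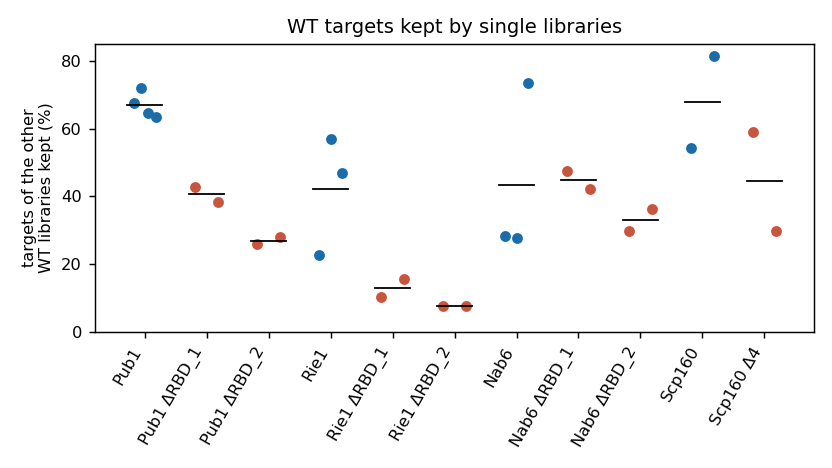
Percent of the targets of the other WT libraries that single libraries kept, for Pub1, Rie1, Nab6 and Scp160. Blue points are WT libraries, red points are deletion libraries and bars mark the mean. The means of Nab6 ΔRBD_1 (44.9%) and Nab6 WT (43.3%) lie side by side, while the highest library of Rie1 ΔRBD_1 (15.5%) lies under the 22.6% of the lowest Rie1 library.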

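Pub1 ΔRBD_1 kept 937 of the 2374 WT targets and lost 1437 (60.5%), while ΔRBD_2 kept 638 and lost 1736 (73.1%). Both lost 1274 targets and 475 were kept in both. Since both losses are counted against the same WT libraries, the overlap was also simulated. With unchanged modification in both strains, 100 draws lost a mean of 344.28 and 465.88 targets, and 230.59 in both. With the tagged share lowered alike at every gene, they lost 874.27 and 889.57, and 694.04 in both. The simulated losses were fewer than the observed ones, so the size of the overlap was not tested. The targets of the deletions had a median modification level of 0.310 in ΔRBD_1 and 0.403 in ΔRBD_2. The tagged share was lower in 1171 of 2043 genes and higher in 50 in ΔRBD_1, and lower in 1252 of 1553 and higher in 1 in ΔRBD_2 (edgeR's quasi-likelihood test, adjusted p under 0.05). With DESeq2, 12 genes were higher in ΔRBD_1. The tagged share of RPS27B fell by 1.17 on the log2 scale in ΔRBD_1 (SE 0.14, adjusted p = 3.90e-16) and by 0.23 in ΔRBD_2 (SE 0.14, adjusted p = 0.122), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.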

The two deletions within Pub1, for example, led to a loss of more than half of its targets with significant overlap between the deletions (Supplemental Fig. S9), and the remaining targets were also modified to a lower extent (modification level of 0.30 and 0.40, respectively, compared to 0.56 for WT) (Fig. 4B). 

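Rie1 ΔRBD_1 kept 54 of 487 WT targets (11.1%) at a reliability of 0.760, and Rie1 ΔRBD_2 kept 37 (7.60%) at 0.658. The tagged share was lower in 70 of 485 genes in ΔRBD_1 and in 154 of 443 genes in ΔRBD_2 (edgeR's quasi-likelihood test, adjusted p under 0.05). These counts rest on single WT libraries. Without Rie1 replicate 1 they were 244 and 348, without replicate 3 they were 23 and 55, and without replicate 4 they were 3 and 22.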

In other cases, the effect was more severe: Rie1, for example, lost almost all of its targets after either one of its RBD deletions (Fig. 4C). However, it gained binding to targets not bound by the intact Rie1, and a similar gain of targets was seen also in Nab6 and Scp160 (Fig. 4C,D; Supplemental Fig. S5A). 

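New targets numbered 89 in Rie1 ΔRBD_1 (154 without its replicate 1), 50 in Rie1 ΔRBD_2, 78 in Nab6 ΔRBD_1 (192 without its replicate 2 and 51 without its replicate 1) and 9 in Nab6 ΔRBD_2 (17 without its replicate C1_1). Scp160 Δ4 had 159 (318 without its replicate 2) and Scp160 Δ6 had 48. Some new targets were above 0.15 in WT and count as new only because their WT expression was under 16 RPM. They were 1 in Rie1 ΔRBD_1, 0 in Rie1 ΔRBD_2, 7 in Nab6 ΔRBD_1 and 3 in Nab6 ΔRBD_2. In Scp160, 5 were found in Δ4 and 2 in Δ6. When at least 3 tagged reads were required in WT and deletion, 23 and 7 remained as the counts of Rie1, 25 and 9 as those of Nab6, and 48 and 6 as those of Scp160. A single WT library, counted against the other WT libraries in the same way, gained a mean of 330 targets (77 to 560) in Rie1, 131 (31 to 311) in Nab6 and 112.5 (48 to 177) in Scp160. Single deletion libraries gained means of 134.8 and 62.7 in Rie1, 122.8 and 12 in Nab6, 212.5 in Scp160 Δ4 and 58.5 in Scp160 Δ6. The new targets of highest modification among those above the threshold in every library were as follows. In Nab6 ΔRBD_1, DDR2 (YOL052C-A, chromosome XV, 231570 to 231755) had 1.81 ± 0.875 (n = 2) against 1.17 ± 1.11 (n = 3) in WT (SD). In Nab6 ΔRBD_2, ACS1 (YAL054C, chromosome I, 42881 to 45022), which was under the expression filter in WT, had 0.350 ± 0.220 (n = 2) against 1.30 ± 1.14 (n = 3) in WT (SD). In Rie1 ΔRBD_2, EGD1 (YPL037C, chromosome XVI, 481428 to 481901) had 0.361 ± 0.0212 (n = 2) against 0.141 ± 0.0608 (n = 3) in WT (SD). In Rie1 ΔRBD_1, ROT2 (YBR229C, chromosome II, 676357 to 679221) had 0.367 ± 0.150 (SD, n = 2), which rests on 3 tagged reads of 101. In Scp160 Δ4, PTM1 (YKL039W, chromosome XI, 362622 to 364193) had 0.321 ± 0.202 against 0.123 ± 0.0596 in WT (SD, n = 2 each).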

We conclude that in the case of dispersed RBDs, it is their combination that is required for binding and specificity, either by increasing binding strength (exemplified by Pub1) or by increasing specificity and preventing binding to other genes (as seen in Scp160 and Nab6). However, these combinatorial effects were not associated with the biological function of different targets for the RBD-deleted variants (Fig. 4; Supplemental Fig. S5, rightmost panel).

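By edgeR's quasi-likelihood test at an adjusted p under 0.05, the tagged share was higher in 105 and lower in 33 of 432 genes in Scp160 Δ4. In Scp160 Δ6 it was higher in 0 and lower in 105 of 281 genes, with 0 higher at an unadjusted p under 0.05. In Nab6 ΔRBD_1, 0 of 301 genes were higher and 2 lower, against 2 and 5 at an unadjusted p under 0.05, and without Nab6 replicate 4 the counts were 8 and 3. In Nab6 ΔRBD_2, 0 of 349 genes were higher and 13 lower, against 1 and 46 at an unadjusted p under 0.05. Without Nab6 replicate 4 these were 3 and 35, and without Nab6 replicate 2, 0 and 2. In both Rie1 deletions, 0 genes were higher, also at an unadjusted p under 0.05. Since the fit covers genes with at least 10 tagged reads, it included few of the new targets, 3 and 2 in Rie1, 5 and 3 in Nab6, and 12 and 1 in Scp160. The tagged share of SPF1 fell by 5.70 on the log2 scale in Scp160 Δ4 (SE 0.86, adjusted p = 0.00411), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. From the lost and the gained targets, the paper concludes that dispersed RBDs act in combination, through binding strength as in Pub1 or through specificity as in Scp160 and Nab6.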

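The gene sets were tested among the targets and new targets of WT and deletions, with adjustment over 140 tests. Mitochondrial genes made up 42.0% of the targets of Rie1 ΔRBD_1 (adjusted p = 4.2e-06), 38.2% of its new targets (adjusted p = 0.00721) and 35.6% of the targets of ΔRBD_2 (adjusted p = 0.0352). The cell wall set made up 17.0% of the targets of Nab6, 21.2% of those of ΔRBD_1 (adjusted p = 5.61e-13) and 45.2% of those of ΔRBD_2 (adjusted p = 2.18e-21). In Scp160 Δ4, 43.3% of the targets (adjusted p = 5.54e-41) and 29.6% of the new targets (adjusted p = 9.68e-07) were ER genes, and in Δ6 40.2% of the targets (adjusted p = 4.24e-09). RP genes were 9.61% of the targets of Pub1 ΔRBD_1 (adjusted p = 2.15e-46) and 11.5% of those of ΔRBD_2 (adjusted p = 7.4e-35), all from one-sided hypergeometric tests.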

### mRBP-binding profiles depend on IDRs outside predicted RBDs

In addition to containing multiple RBDs, the RBPs in our data sets also included extended IDRs. Motivated by the high fraction of IDRs within mRBPs, their conservation across species, and their AA composition similarity to that of IDRs within TFs, we asked whether these IDRs contribute to in vivo binding, by modulating binding strength or specificity. For this, we focused first on the three related mRBPs, Puf3-5. In all three proteins, the RBDs, which are essential for binding, occupy ∼200 to 400 of ∼800 residues sequence, while the rest of the sequence is of low complexity predicted to form extended IDRs (Fig. 5A,D; Supplemental Fig. S6A). We generated a series of deletions that gradually truncated the non-RBD regions of each protein, removing ∼40 to ∼100 residues at each step. 

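Strains with deletions outside the RBDs were measured in 38 strains in all, with 2 to 4 libraries each. Truncations from one end are named T with a number, and Δ marks an internal deletion. The deletion libraries, with those of the ΔRBD strains, held 507189 to 5768639 reads (median 1454620) in Puf3, 403606 to 1881741 (median 990317) in Puf4 and 516199 to 2727112 (median 1226693) in Puf5. For the other proteins, they held 249543 to 1391354 reads (median 850757) in Mrn1, 433099 to 3431594 (1037853) in Pub1, 921988 to 5553199 (1439171) in Nab6, 289520 to 1716658 (1062862) in Rie1 and 332737 to 2317651 (710583) in Scp160. The libraries of Puf3 T7 carry 2 titles and were kept apart, as T7 with 4 and T7 with 3 libraries. The titles of Puf5 T3 and T4 differ from their strain names, and the strain names were used. The authors made the counts as for the WT strains, and kept and new targets were counted as for the RBD deletions.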

All truncations were fused to the Pup-2 enzyme to allow profiling of the in vivo binding (Fig. 5A,D; Supplemental Fig. S6A).

**FIGURE 5.**
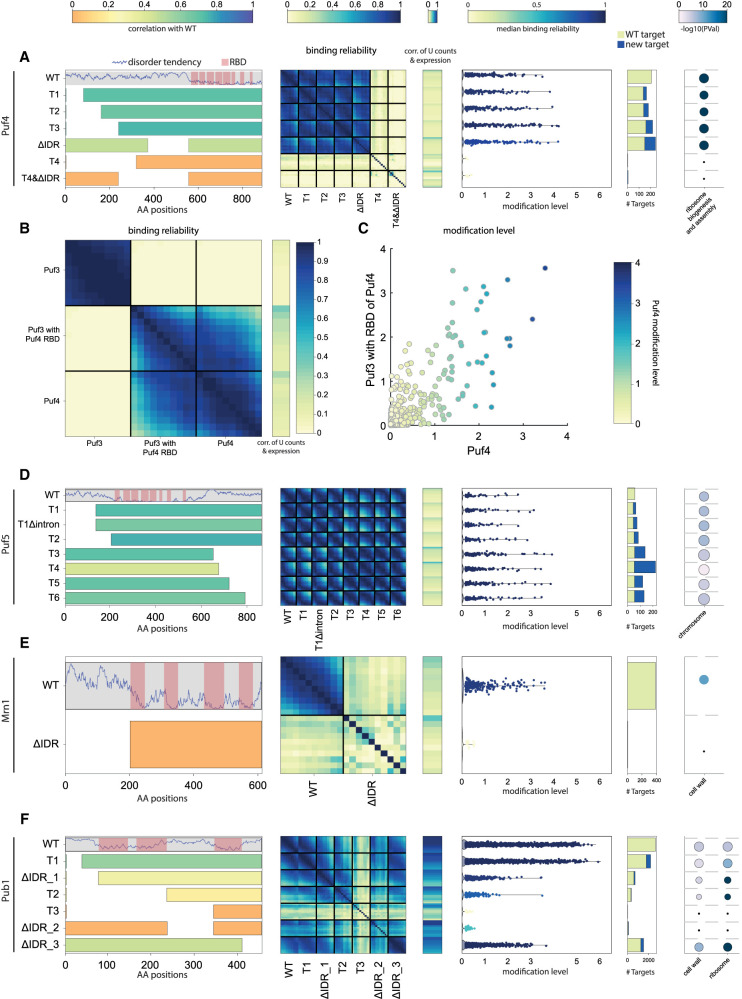
RBP's binding profiles may depend on IDRs outside predicted RBDs. (*A*) As in Figure 4A for the non-RBD deletion strain Puf4. (*B*) As in Figure 2D for Puf3, Puf4, and Puf3 with Puf4 RBD. (*C*) Scatter plot comparing modification level of all transcripts in Puf3 with Puf4 RBD and Puf4. Color indicates the modification level in Puf4. (*D*–*F*) As in (*A*) for Puf5, Mrn1, and Pub1. See Supplemental Figure S6A–D for Puf3, Nab6, Scp160, and Rie1.

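In Puf4 T4, a truncation of Puf4, 0 of the 180 Puf4 targets were kept and 1 new gene passed. Over the WT targets, the tagged share was 0.0531% ± 0.0448 (SD, n = 2), and the reliability was 0.133. In the strain labelled T4&ΔIDR, 0 targets were kept, 4 new genes passed and the tagged share was 0.00862% ± 0.00215 (SD, n = 2). The label reads as T4 combined with the internal deletion, while the titles read as a deletion from T4 to the RBD. Its exact extent is left open. Against the 4 WT libraries, the exact permutation tests (two-sided) cannot give a p under 0.133. The tagged share was lower in 254 of 367 genes in T4 and in 225 of 366 genes in T4&ΔIDR, and higher in 0 in both, also at an unadjusted p under 0.05 (edgeR's quasi-likelihood test). Truncations T1, T2 and T3 kept 128, 135 and 148 of the 180 targets.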

The most significant effect was seen in Puf4, where a deletion of fewer than 400 residues from the beginning to the middle of the protein fully abolished the binding signal (Fig. 5A). Moreover, just deleting ∼300 highly disordered, partially overlapping, AAs in the middle of Puf4 had the same effect (Fig. 5A). 

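In the strain labelled Puf4 ΔIDR, 133 of the Puf4 targets (73.9%) were kept and 73 new targets passed. The tagged share over the WT targets was 12.9% ± 0.757 (SD, n = 2), above that of each WT library, and the reliability was 0.923. Whether the paper's sentence refers to this strain or to T4&ΔIDR could not be settled.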

In an attempt to differentiate between target specificity determinants and general binding determinants within the highly disordered non-RBD of Puf4, we tested whether the non-RBD of Puf3 with Puf4 RBD can also direct binding to Puf4 targets. As the non-RBD of Puf3 with Puf4 RBD localized to most of Puf4 targets in a similar pattern (although not identical) to that of Puf4 and not Puf3 (Fig. 5B,C), our results point to disordered general binding determinants in the non-RBD of Puf4.

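The truncations of Puf3 kept 87.4% (T1), 99.1% (T2), 96.1% (T3), 99.1% (T4), 96.5% (T5) and 97.4% (T6) of the 231 WT targets. The T7 strains kept 97.0% (4 libraries) and 99.1% (3 libraries), Puf3 ΔIDR kept 87.4% and the strain without the non-RBD region (Δnon-RBD) 97.8%. In Puf5, 81.4% (T1 and T1Δintron), 88.4% (T2), 97.7% (T3), 90.7% (T4) and 95.3% (T5 and T6) of the 43 targets were kept. The tagged share over the WT targets was 28.9% ± 4.91 (n = 3) in Puf3 Δnon-RBD against 12 WT libraries (SD, exact permutation test, two-sided, p = 0.0132). In Puf5 T3 it was 18.6% ± 5.70 (n = 4) against 6 WT libraries (SD, exact permutation test, two-sided, p = 0.00952, the smallest possible). Adjusted over the 50 deletion strains, the smallest p of this test was 0.220.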

Notably, in all other Puf3-5 non-RBD truncations, the IDR truncation did not abolish target binding (Fig. 5A,D; Supplemental Fig. S6A). However, specificity was reduced, as additional transcripts not modified by the intact RBP were now modified (Fig. 5A,D; Supplemental Fig. S6A). 

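New targets numbered 132 in Puf3 ΔIDR and 154 in Puf3 Δnon-RBD. In Puf5 they numbered 19 (T1), 25 (T2), 72 (T3), 104 (T4), 59 (T5), 62 (T6) and 15 (T1Δintron), and in Puf4 19 (T1), 22 (T2) and 47 (T3). After the modification levels were divided by the ratio of the tagged share over the WT targets to that of WT, Puf5 had 18 (T1), 17 (T2), 19 (T3), 21 (T4), 13 (T5) and 13 (T6) new targets, and Puf4 T3 had 16. On the same scale, Puf3 Δnon-RBD had 100 and Puf3 T6 had 180. Over the targets of the other WT libraries, single WT libraries gained a mean of 49.3 targets in Puf3 and 26.5 in Puf5. In Puf4 they gained 39 to 77, and 198 in replicate C1_5. Single deletion libraries were counted against the same sets and compared with WT by the exact permutation test (two-sided, unadjusted). In Puf3, by this exact permutation test, the means were 222 in T7 with 3 libraries (p = 0.00440), 208 in T6 (p = 0.0220), 165 in Δnon-RBD (p = 0.00879), 115.8 in T4 (p = 0.0121) and 122 in T5 (p = 0.0264). In Puf3 ΔIDR the mean was 131 (exact permutation test, p = 0.0659), in T1 37.4 (p = 0.769), in T2 77.9 (p = 0.234), in T3 74.2 (p = 0.505) and in T7 with 4 libraries 88.6 (p = 0.123). In Puf4, the means were 45.7 (T1), 51.6 (T2), 71 (T3) and 84.4 (ΔIDR), with p of 0.257 to 0.971 by the same exact permutation test. In Puf5, they were 105 in T3 (exact permutation test, p = 0.00952), 73 in T5 and 77.3 in T6 (p = 0.0238 each), and 130 in T4, where p cannot be under 0.0714. They were 34.4 in Puf5 T1 (exact permutation test, p = 0.381), 32.4 in T1Δintron (p = 0.500) and 42.9 in T2 (p = 0.0667).

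**Figure D5:**
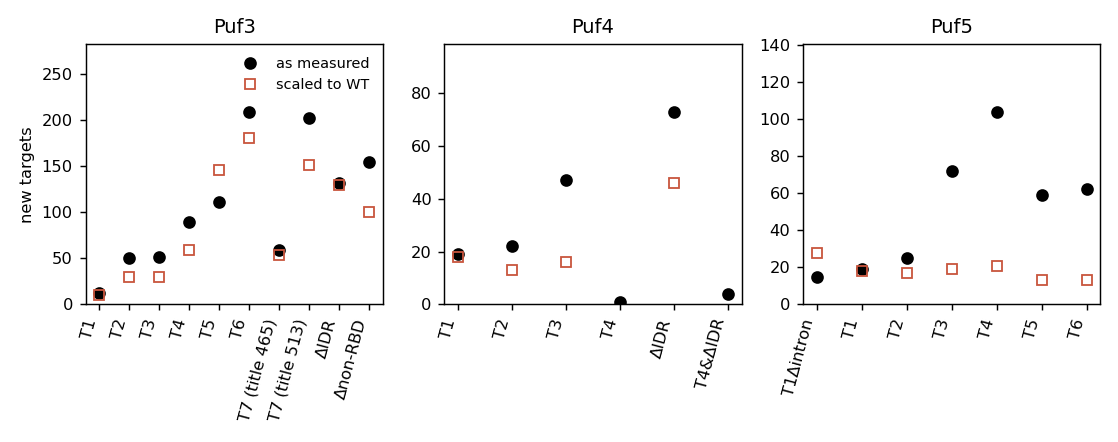
Number of new targets of the Puf3, Puf4 and Puf5 strains with deletions outside the RBDs, as measured and after scaling to the tagged share of WT. Strains whose tagged share was under 10% of WT have no scaled value. For Puf5 T4 the number falls from 104 to 21, and for Puf3 Δnon-RBD from 154 to 100.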

Generally, this binding to nontargets increased gradually as larger regions were truncated, indicating that specificity depends on multiple determinants distributed within the truncated IDRs. Therefore, the extended IDRs of Puf3-5 are all required for limiting binding to their respective targets, and this is done through multiple determinants distributed throughout the sequence.

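For the Puf3 series, new targets numbered 12 in T1, 50 in T2, 51 in T3, 89 in T4, 111 in T5 and 209 in T6. The T7 strains had 59 (4 libraries) and 202 (3 libraries). Across these 8 strains, the Spearman correlation of the number of new targets with the number of the truncation was 0.778 (exact permutation test over pairings, two-sided, p = 0.0301). With a threshold of 0.3 it was 0.663 (exact permutation test, two-sided, p = 0.0780), with WT and deletion reduced to the same number of reads 0.671 (exact permutation test, two-sided, p = 0.0770) and with at least 3 tagged reads 0.807 (exact permutation test, two-sided, p = 0.0216). From the gradual increase, the paper concludes that specificity depends on several determinants spread over the truncated IDRs.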

To examine whether this contribution of IDRs extends to other RBPs in our data set, we next deleted non-RBD regions that flank, or separate the different RBD domains, considering both the IDRs and the structured regions. In all cases, these deletions reduced, or even abolished target binding. 

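The log2 ratio of the tagged share over the WT targets, deletion to WT, was negative in each of the 15 strains of Mrn1, Pub1, Rie1, Nab6 and Scp160 that lack a non-RBD region. It was -0.12 in Pub1 T1, -0.18 in Nab6 ΔIDR_1, -1.02 in Scp160 ΔIDR_1, -1.48 in Scp160 ΔIDR_2 and -1.49 in Scp160 ΔIDR_3. It was -1.76 in Pub1 ΔIDR_3, -2.12 in Rie1 ΔIDR_1, -2.75 in Pub1 ΔIDR_1 and -4.21 in Nab6 ΔIDR_2. Rie1 ΔIDR_2 and ΔIDR_3 had -4.82 and -5.12. The Pub1 T2 libraries of titles Trc6 and Trc9 had -3.41 and -9.15. In Pub1 T1 the share was 24.8% ± 1.05 (n = 2), within the spread of the WT libraries (SD, exact permutation test, two-sided, p = 0.4). The WT targets were chosen in the same WT libraries, which favours WT. Over the targets of the other WT libraries, the Nab6 ΔIDR_1 libraries had 12.2% and 11.4%. Single Nab6 WT libraries had 11.8% to 15.2%, so Nab6 ΔIDR_1 overlapped WT there.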

In the case of Mrn1, the removal of the extended IDR region flanking the RBDs-containing region led to a complete loss of binding (Fig. 5E), as did the removal of the extended IDR separating the two RBD-containing segments of Pub1 (Fig. 5F). In these cases, no new targets appeared, indicating that binding capacity was fully lost (Fig. 5E,F). 

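In Mrn1 ΔIDR, 2 of 230 WT targets were kept, the tagged share over the WT targets was 0.162% ± 0.0564 (SD, n = 2) and the reliability was 0.390. In Pub1 ΔIDR_2, 22 of 2374 targets (0.927%) were kept, the tagged share was 0.408% ± 0.167 (SD, n = 3) and the reliability was 0.693, or 0.271 with the strain reduced to 200000 reads. The exact permutation tests (two-sided) gave the smallest p that the designs allow, 0.0571 for Pub1. The tagged share was lower in 155 of 251 genes in Mrn1 ΔIDR and in 1490 of 1517 genes in Pub1 ΔIDR_2 (edgeR's quasi-likelihood test, adjusted p under 0.05).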

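In Mrn1 ΔIDR, 11 genes outside the WT targets passed the threshold, and in Pub1 ΔIDR_2, 35 genes. Background draws at the same depth gave up to 12 and up to 8 such genes, and each of the 11 rests on 1 tagged read. With at least 3 tagged reads required, these were 0 and 4. By edgeR's quasi-likelihood test at an adjusted p under 0.05, 0 genes had a higher tagged share than WT in either strain, also at an unadjusted p under 0.05. From the absence of new targets, the paper concludes that the binding capacity was lost.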

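In Nab6, ΔIDR_1 kept 39.6% of the WT targets and gained 55 targets (21 with at least 3 tagged reads), and ΔIDR_2 kept 4.95% and gained 97 (26 with at least 3 tagged reads). In Scp160, ΔIDR_1, ΔIDR_2 and ΔIDR_3 kept 50.2%, 37.5% and 49.1% and gained 73, 125 and 108 targets (28, 65 and 30 with at least 3 tagged reads). In Rie1, ΔIDR_1, ΔIDR_2 and ΔIDR_3 kept 11.9%, 1.23% and 1.23% and gained 49, 53 and 9 targets (11, 3 and 0 with at least 3 tagged reads).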

In other cases, deletions of non-RBD regions, with varying tendencies of disorder, resembled more the deletion of individual RBDs, leading to a partial (Nab6 and Scp160) or full (Rie1) loss of targets, but the gain of some new targets in Nab6 and Scp160 (Supplemental Fig. S6B–D).

Of note, the changes in binding specificity can be indirect via changes in mRBP expression level. However, significant changes in mRBP's mRNA levels were rare and did not correlate with binding change (Supplemental Fig. S7). Similarly, Puf3 and Puf4 protein levels were only affected in a few variants and significant changes in binding were also observed without change in protein abundance (Supplemental Fig. S8).

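All reads of the gene of each RBP were compared between WT and the deletions by edgeR's quasi-likelihood test with TMM normalization and one fit per protein. A value was obtained in 37 of 50 strains, since MPT5, the gene of Puf5, and RIE1 had too few reads for the filter. Without the filter and with DESeq2, all 50 strains had a value and 1 was changed. In 1 strain, Puf3 T4, the mRNA of PUF3 (YLL013C, chromosome XII, 122075 to 124714) changed, with a log2 fold change of 2.58 (SE 0.50, adjusted p = 0.00303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, the p was 0.000220. In 8 strains the unadjusted p was under 0.05. Without Puf3 T4 replicate 1 or without Puf3 T4 replicate 2, 0 strains had a changed mRNA level with 8 at an unadjusted p under 0.05, without Puf4 replicate C1_2 there were 5, and without Pub1 replicate 2 there were 2. The median size of the log2 change was 0.48. Across the 37 strains, the mRNA change and the log2 change in tagged share over the WT targets had a Pearson correlation of 0.258 (permutation test, two-sided, p = 0.124) and a Spearman correlation of 0.400 (p = 0.0150). Without the 2 strains farthest from the median, Puf3 T4 and T6, these were 0.184 (p = 0.290) and 0.333 (p = 0.0517). With the share of WT targets kept as the binding change, the Pearson correlation was 0.475 (permutation test, two-sided, p = 0.00264) and Spearman's 0.459 (p = 0.00486), or 0.377 (p = 0.0252) and 0.373 (p = 0.0274) without the same 2 strains. Since values of 1 protein cluster, binding changes were also shuffled within each RBP, which gave a mean Pearson correlation of 0.161 (permutation test, two-sided, p = 0.433). The paper states that significant changes in mRNA level were rare, and also that they lacked a correlation with the change in binding.

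**Figure D6:**
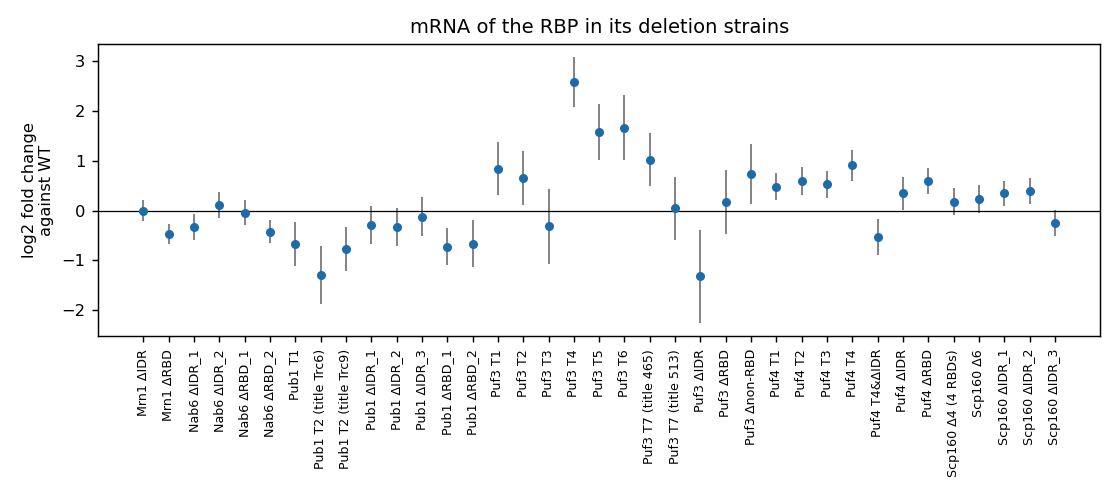
Log2 fold change of the mRNA of the RBP's own gene against WT in the 37 deletion strains with a value, with standard errors as bars. Puf3 T4 has the highest value, 2.58, and the median size over the strains is 0.48.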

We conclude that non-RBD regions within RBPs, most of which form extended IDRs, contribute to binding strength and specificity independent of their exact position in relation to the RBDs.

## DISCUSSION

In our study, we present the RNA-binding targets of 16 *S. cerevisiae* mRBPs using an upscaled version of the RNA-tagging method. Many targets of these profiled mRBPs have not been previously characterized. The binding profiles of these proteins highlight their central role in cell physiology which can be general or specific from protein secretion to mitochondria.

As not all of the attempted 34 proteins we screened were successfully profiled, our study points to possible limitations for the RNA-tagging method that could stem from the binding location or binding mode of the protein of interest on each target (Hogan et al. 2008).

Further analysis focused on eight of these mRBPs, where we investigated the impact of deleting regions with RBDs on mRNA binding and on specificity. For mRBPs with clustered RBDs, such as Puf3, Puf4, Puf5, and Mrn1, deletion of these domains resulted in a complete loss of mRNA binding for their respective targets, indicating the indispensability of these RBDs and consistent with their strong evolutionary conversation. Conversely, for most mRBPs with dispersed RBDs, including Rie1, Nab6, and Scp160, deletion of individual RBDs led to a loss of specificity but not general binding ability as they lost some of their original targets while gaining new ones. This combined with their strong evolutionary conversation suggests that although possible, a change of binding specificity through individual RBD evolution is probably relatively rare. On the other hand, we observed weaker mRNA binding for Pub1 in each of its RBD deletions.

Moreover, we conducted complementary deletion analysis of non-RBD regions, enriched in extended IDRs, within these eight mRBPs. Interestingly, we found that determinants of binding and specificity were also present within these conserved extended IDRs. This is also true for IDRs located outside of the RBDs, refuting the possibility that they act only via positioning the RBDs. Complete abolishment of binding was observed upon deleting a highly disordered region flanking two structured RBD regions in Pub1 and the highly disordered, N-terminal non-RBD region in Mrn1. For Mrn1, the disordered region deleted is, however, located outside of the annotated RBDs suggesting a binding contribution. In general, deletion of non-RBD regions may influence binding specificity directly or indirectly via perturbing interactions with other proteins including RBPs.

In the case of Puf3, Puf4, and Puf5, deletion of highly disordered regions in their non-RBD often led to a reduction in their specificity and acquisition of new non-WT targets. Moreover, deletion of the most disordered region of ∼300AA within the non-RBD of Puf4 resulted in a complete loss of binding targets, although the RBD of Puf4 remained sufficient for binding and specificity in the context of the non-RBD of Puf3, suggesting a complex interplay between disordered binding determinants in Puf4's non-RBD and its RBD.

Overall, our results demonstrate that the binding of mRBPs to their mRNA targets relies on multiple determinants distributed throughout the protein sequence. This underscores the significance of the interplay between structured RBDs and non-RBD regions enriched in IDRs for achieving specificity and binding. As a similar interplay was observed in TFs (Brodsky et al. 2020; Kumar et al. 2023), where it contributes to the structure and evolution of the gene regulatory network (Gera et al. 2022), it is tempting to speculate that this also applies to RBPs and posttranscriptional gene regulation.

## MATERIALS AND METHODS

### Strains and growth conditions

All *S. cerevisiae* RNA tagging strains of RBPs used for all experiments (target identification) were grown in SD media, and RNA was extracted in log-grown conditions.

### Construction of Pup2-tagged strains

Strains for RNA tagging with endogenously expressed RBP-Pup2 fusion proteins were generated by swapping the Swat acceptor module of the respective C-Swat library strain (Meurer et al. 2018) for the *C. elegans* Pup2 ORF (kind gift from Marvin Wickens) using CRISPR-based gene editing (Anand et al. 2017) as described in Gera et al. (2022). All strains with genotypes generated in this study can be found in Supplemental Table S1.

### Constructions of RBP mutant strains

Domain deletion strains were created on the background of Pup-2 fused RBPs, using CRISPR-based gene editing with a guide RNA against the deleted protein region and an 80 nt repair ssDNA homologous to the adjacent 40 bp on each side. For Puf3 non-RBD with Puf4 RBD (Fig. 5B,C), gRNA was targeted against the replaced RBD, and the repair was generated by amplifying Puf4 RBD using primers with 40 bp homologous overhang to their new location. All strains with genotypes generated in this study can be found in Supplemental Table S1.

### RNA extraction and library construction

To profile RNA binding targets of RBP-Pup2 strains, we used the RNA-tagging method (Lapointe et al. 2015). Total RNA from exponential growing RBP-Pup2 strains, containing tagged and untagged mRNAs, was extracted using the Machery Nagel kit and stored at −80°C for later use in library preparation. mRNA libraries were constructed through five steps: (1) Double poly(A) selection for the enrichment of mRNAs (tagged and untagged). (2) Ligation of barcoded RNA adapter with UMI to the 3′end of all transcripts [after poly(A) and potential poly(U) stretches]. (3) Reverse transcription using an RNA-adapter-specific primer, cDNA of transcripts contains full 3′ end [poly(A) and eventual poly(U) stretches]. (4) Tn5 cleavage and second adapter insertion into cDNA/RNA hybrid for amplification. (5) Amplification of the library with Tn5 and RNA adapter-specific primers. Steps 1–3 and 4–5 are adapted from Wiener et al. (2021) and Chapal et al. (2019), respectively (see Supplemental Fig. S3).

The concentration and fragment size of generated libraries were measured with Qubit (Thermo Fisher) and TapeStation (Agilent). Libraries were paired-end sequenced (at least 25 nt from each side) on NovaSeq6000 with at least 200,000 reads per sample.

### Data processing

After Tn5-barcode demultiplexing with bcl2fastq, adapter removal was used to demultiplex based on the internal (RNA-adapter) barcode. After filtering adapter dimers using Cutadapt, bowtie2 was used to align read 1 (5′ of mRNA) to the yeast genome (64-1-1), and a custom script was used to extract and count the number of post-poly(A) Us on read 2 (reverse complement). U-count matrix for genes (rows) within the U stretches of different lengths (columns, 0–16 Us) were then generated using bedtools (coverage function), only counting sense transcripts around the transcription termination site of each gene (300 nucleotides [nt] upstream and 100 nt downstream). U-count matrixes are then imported to MATLAB for normalization and further analysis. U-count matrixes were normalized to sample size by scaling to a total number of one million counts. RPM normalized matrices of repeats with more than 200,000 reads or high median of binding reliability (see below) were combined for each sample (ordered U-count matrix of Puf3 is presented in Fig. 2A).

### RBP sequence of the *S. cerevisiae* proteome (Fig. 1A–D)

We first extracted the names of all RNA and mRBP-binding proteins from SGD and all TFs from CIS-BP (Weirauch et al. 2014). Then we collected all Pfam domain annotation (type and location) for each protein from SGD and only kept those with a well-defined RBD or DBD (see Supplemental Table S2), and further filtered out those RBPs that belonged to a bigger complex like the spliceosome or the ribosome, leaving 81 mRBPs, 88 genRBPs, and 156 TFs (see Fig. 1A). For each of these proteins, we then also calculated the disorder tendency along the full sequence using IUPred2 (Mészáros et al. 2018). For Figure 1A, the combined length of all DBDs or RBD in each protein is calculated based on the Pfam annotation, and the length of the IDR is calculated as those residues outside the DBD/RBD with a disorder tendency >0.5. For Figure 1B,C, Pfam RBDs (Mistry et al. 2021) from SGD (Cherry et al. 2012) were classified into 12 groups, and the rest combined into “others” (see Supplemental Tables S3 and S4). For Figure 1D, the AA composition of all IDR residues (outside of RBD/DBD and disorder tendency > 0.5), was determined and the pairwise Pearson correlation between the IDR-composition vector of all proteins was calculated. In the heatmap, proteins are ordered according to their similarity with the average TF composition. Of note, chosen mRBPs are a subgroup of mRBPs.

### mRBP sequence conservation across Saccharomycetaceae (Fig. 1E,F)

For each mRBP, the sequence of orthologs from 20 Saccharomycetaceae species, including post-WGD and non-WGD species, was extracted from YGOB (Byrne and Wolfe 2005) (hereafter called the ortholog group). Then, for each ortholog, we determined the disorder tendency across the full sequence using IUPred2 (Mészáros et al. 2018) and defined all Pfam domains (Mistry et al. 2021) using Hmmer (Potter et al. 2018), keeping only those known to bind RNA and ordering them based on global multiple sequence alignments of all proteins. Afterward, for each ortholog group, we defined those RBDs present in more than 30% of orthologs as the ancestral domain composition. We then checked for each of the orthologs in an ortholog group if it contained all ancestral domains in the right order. The fraction of these orthologs with conserved domain organization is shown in Figure 1E. We further calculated the mean domain score across all domains, and the average sequence similarity between a domain across different orthologs as shown in Supplemental Figure S2. To analyze IDR conservation, we first calculated the number and fraction of disordered residues in each non-RBD segment of every ortholog. We then defined IDR segments as those segments that have an average disorder tendency >0.5 across all orthologs and an average length of 15 or more residues. For each IDR segment, we then calculated the average and standard deviation of the number of disordered residues across the ortholog group, considering only those orthologs with the conserved domain organization. The number and average ratio (std/mean) of IDR segments in each ortholog group are shown in Figure 1F.

### U-counts correlation (e.g., binding reliability) (Figs. 2, 4, 5)

To estimate the internal consistency and reliability of RNA-tagging data in each sample, we calculated the pairwise Pearson correlation of U counts across all genes between U stretches of length 0–16 (i.e., columns in the normalized read count matrix). Sample tagging reliability corresponds to the correlation across all genes between U counts of length 4 and 13 in one sample. Intrasample median binding reliability was calculated based on the sample tagging reliability; the median was calculated for the best correlation of each U stretch with any other U stretch (Fig. 2C).

### Expression level, binding score, and modification level

Throughout the analysis, expression was calculated as the sum of all U counts (0–16) for each gene. $exp(gene)=\sum_{u=0}^{16}$ RPM(u,gene), with exp(gene) being the transcript abundance. Throughout the analysis, the gene-specific binding score was calculated based on the weighted sum of U counts of U stretches of length 4–13 for each transcript. bs(gene)= $\sum_{u=4}^{13}u*RPM(u,gene)$, with bs(gene) being the gene-specific binding score and RPM(u, gene) being the normalized read count for gene and a specific number of Us. Figure 3 compares both measures for each sample in the log2 scale. The ratio of binding score to expression is defined as the modification level.

### Target determination and GO-term analysis (Figs. 3–5)

To determine RBP targets, we first calculated the modification level (ratio of binding score to expression) in the log2 scale (see above). Transcripts with a ratio higher than the background ratio of dPup2 sample: −2.7 (log2 scale, 0.15 in linear scale) were defined as targets. Significantly enriched GO slim terms among targets were determined with the hypergeometric test function of MATLAB (hygecdf) and all expressed genes as a background.

### Correlation of deletion strains with WT

To compare the binding profile of RBP mutants with the WT, the modification level across all genes in the log2 scale was calculated, and each mutant was correlated with WT using this measure.

## DATA DEPOSITION

All raw sequencing data obtained during this study can be found on GEO (GSE235209). Python and Matlab scripts to process the data and generate the figures are available on GitHub (https://github.com/barkailab/zigdon2023).

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

How the deposited data were processed for this re-analysis (not part of the article)

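The deposited data are 255 libraries of RNA tagging in yeast, which belong to 90 strains. Of these, 109 libraries come from 34 strains with a Pup2-tagged RBP, 127 from 50 deletion strains of 8 of these RBPs, 11 from 3 strains with catalytically inactive Pup2 (dPup2) and 8 from 3 nontagged C-Swat strains. For each library, the authors deposited the counts of reads per gene and U stretch length from 0 to 16 over 6629 genes. They had selected poly(A) RNA from exponential cultures, ligated a 3′ adapter with a UMI, sequenced in pairs, aligned read 1 to the yeast genome and counted the Us after the poly(A) on read 2. They counted sense reads from 300 nt upstream to 100 nt downstream of the transcription termination site. The counts are whole numbers without normalization, and they already include the authors' alignment and counting, which were not repeated. The paper's text does not state how the UMIs entered the counts. Errors and tests within a library cover counting error only.

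Strains were taken from the titles and labels of the libraries. The libraries of Pub1 T2 and Puf3 T7 carry a pair of titles each and were kept apart. The titles of Puf5 T3 and T4 differ from the strain names, which match Fig. 5D and were used. For Puf5 ΔRBD the titles also name a truncation, and the strain name was used. No sequencing batch is named. Clone numbers are given for part of the strains, and Puf3 was compared with its dPup2 strain also within clone 1. No library was left out. The depth per library was 93564 to 5768639 reads with a median of 1045022, and 10 libraries were under 200000 reads, 9 of them from WT strains. No pair of libraries was identical, and the 316 pairs of replicates had a chi-square per degree of freedom of at least 1.83 with a median of 11.9, so that replicates differ by more than counting error. In some strains the libraries fell into groups. In Puf4 T1, the value was 2.01 for C1_1 with C2_1 and 2.11 for C1_2 with C1_3, against 11.1 to 15.1 between these pairs. Their tagged shares over the WT targets were 12.3% and 14.4%, against 6.05% and 6.92%. How far tagged shares follow such groups in other strains was not tested. The exact permutation tests treat libraries of a strain as exchangeable, so groups may make their p too small.

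Each library was scaled to 1000000 reads (RPM) and the libraries of a strain were averaged. Expression was the sum over U lengths 0 to 16, the binding score the sum over 4 to 13 of the number of Us multiplied by the RPM, and the modification level their ratio. Targets had a modification level above 0.15 and an expression of at least 16 RPM. Binding reliability was the median over U lengths 4 to 13 of the best Pearson correlation with another of these lengths, with a threshold of 0.6. Background counts of targets came from 100 draws of reads with the U lengths of all dPup2 libraries, in which 0.0120% of 14726840 reads were tagged. The overlap of the Pub1 deletions was set beside 100 simulated draws.

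The tagged reads of each gene were tested by edgeR's quasi-likelihood test (glmQLFit) with the logarithm of all reads of the gene in the library as the offset, over genes with at least 10 tagged reads and a mean of at least 16 RPM, in fits of WT and 1 other strain. Benjamini-Hochberg adjusted p under 0.05 were counted. The mRNA levels of the RBPs' own genes were tested with all reads, TMM normalization and filterByExpr. The edgeR fits were tested on simulated data with known changes. For tagged reads, edgeR recovered 63.7% of the genes lowered 8-fold in the Puf3 ΔRBD design, 45.5% of those lowered 4-fold in the Pub1 ΔIDR_2 design, and 18.9% of those lowered 4-fold in the Rie1 ΔRBD_1 design. It recovered 81.3% of those lowered 8-fold in the Puf4 ΔRBD design and 76.9% of those raised 4-fold in the Nab6 ΔRBD_1 design. Between 0% and 4.76% of the calls were false. For all reads it recovered 67.5% with 5.59% false.

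Other groups were compared by exact permutation tests, two-sided, of 1 value per library, and correlations across strains by 100000 permutations. Gene sets were built by keywords from the GO terms and descriptions of the R64-5-1 annotation, to which 5956 of the 6629 genes could be matched, and replace the GO lists of the paper. They were tested by one-sided hypergeometric tests against the expressed genes of each strain. Motifs were searched within 300 nt after the stop codon. For each named gene, the share of 25-nt words from 300 nt before to 100 nt after the stop codon that recur elsewhere in the genome was counted.

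Genes were named by a rule. For Puf3 these are the 5 genes, and for each of the other RBPs the 2 genes, with the highest modification level among targets above 0.15 in every library with at least 100 reads. For the RBD deletions of Rie1, Nab6 and Scp160 it is the 1 new target of highest modification by the same criteria, and the own genes of the 8 RBPs with deletions were added. Alternatives to these choices were a threshold of 0.1 or 0.3, no expression filter or one of 32 RPM, at least 3 tagged reads, pooled counts, libraries over 200000 reads only, thinning to 200000 reads, U ranges of 5 to 13 and 4 to 16, DESeq2, limma, other definitions of the reliability and of the profile correlation, gene sets from symbols, and leaving out each library. A grid of 12 combinations of expression filter and U columns, with a threshold of -2.7 on the log2 scale, was chosen after seeing the data. Comparisons that shared replicate numbers were also tested with a replicate block, although it was not settled whether the numbers pair the libraries.

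The Puf3 strain with the Puf4 RBD, Nab2 and the protein levels were not analysed here. Calculations used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.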

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

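The tests of low depth in Slf1 and Nsr1, of depth in Nsr1 replicate 1, of background tagging in Puf4 and Puf5 T2 and of a mixed dPup2 sample were set before the data were examined, and the other tests in this part were chosen only after the result was seen. Libraries far from the others of their strain were sought in 85 groups, made of 17 strains with 4 to 10 libraries and 5 measures, and 11 were found, where chance gives about 4.25.

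The Puf3 targets held 76.1% of the reads with 14 or 15 Us in the Puf3-Pup2 libraries, lengths that the paper's binding score leaves out. In the Puf3-dPup2 libraries they held 1.93%, which argues against lengths misread alike in every library. In 13 of 15 other reliable RBPs, the own targets held a larger share of these reads than in the dPup2 libraries, which is consistent with tails of more than 13 Us added by Pup2. Stretches of 16 Us lay on the Puf3 targets in 4.78% of the reads, against 2.86% of all reads, which argues against tails added by Pup2 as the source of most of them. In the Puf3-dPup2 libraries the share was 1.75%. In 14 of the 15 other reliable RBPs, the own targets also held more of these reads, relative to the untagged reads, than in the dPup2 libraries. This is consistent with tails of 16 or more Us added by Pup2 in a part of these reads. What most of them stem from was not tested.

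The Puf3 targets also held 49.8% of the reads with 3 Us, a length whose counts the paper takes as likely sequencing errors. In the Puf3-dPup2 libraries they held 1.76%, which argues against errors alike in every library as the whole cause. Short tails added by Pup2 remain a hypothesis.

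In the 18 RBPs under the reliability threshold, 956 genes passed the target criterion, 660 of them from 1 tagged read, and 142 had at least 3 tagged reads. In 11 of the 18 strains there were more genes with at least 3 tagged reads than in the highest of 100 background draws. That draw held at most 1 such gene, so Nam8, Puf1 and Puf2 with 1 gene each and Dbp1 with 2 say little. Nam7 had 32 such genes, Nrd1 24, Pbp1 22, Psp2 22, Yhc1 18, Slf1 14 and Dhh1 5. These counts argue against the background of catalytically inactive Pup2 at the depth of these strains. The draws cannot address background tagging of all mRNAs by active Pup2, which stays open. Of all passing genes, 35 passed in every library. Of the tagged reads at the genes with at least 3 such reads, 85.7% in Slf1 came from replicate 3, which holds 206879 of the 3001206 reads of the strain. The other Slf1 libraries thinned to the depth of the shallow library passed a mean of at most 16.9 genes over the draws, with 22 in the highest draw, against 391 in that library, which argues against low depth. Binding by some of these RBPs and a difference between library preparations stay open.

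Puf4 replicate C1_5 had 0.734% tagged reads, where the other Puf4 libraries had 0.554% ± 0.00896. Of its tagged reads, 56.4% lay on Puf4 targets, against 81.7% to 84.1% in the others, which is consistent with background tagging of all mRNAs. The design gives no biological explanation for a single replicate here or in the libraries that follow, and none was tested. Puf5 T2 replicate C1_1 had 0.396% tagged reads, against a mean of 0.204% in the others. Of these, 59.8% lay on Puf5 targets, within the 55.8% to 61.7% of the others, which argues against background tagging. A higher tagging level in that culture stays open.

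Nsr1 replicate 1 had a reliability of 0.814, against a mean of 0.704 in the others. Thinned to the 656888 reads of the deepest other library, it had 0.721, close to the 0.714 of that library, so greater depth is a candidate explanation for the difference between these 2 libraries. Thinned to the 227291 and 253903 reads of replicates 3 and 4, it had 0.520 and 0.546, under the 0.699 and 0.700 of these libraries. Depth alone thus does not set the reliability in Nsr1.

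Reads with 16 Us made up 14.6% of Puf3 T7 replicate 8 (mean of the others 8.70%) and 15.8% of Puf3 C-Swat replicate 6 (7.56%). In the C-Swat library, the reads with 16 Us had a correlation of 0.317 with the untagged reads across genes, against 0.814 to 0.940 in the others, consistent with reads that do not stem from the same mRNAs. In the Puf3 T7 library this correlation was 0.938, above the 0.693 to 0.804 of the others, which argues against such reads.

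Reads with 1–3 Us made up 6.02% of Puf3 T2 replicate 1 (mean of the others 1.64%), 8.0003% of Puf5 T2 replicate C2_1 (1.87%) and 6.94% of Puf5 T3 replicate C1_3 (2.32%). The 10 genes with the most of these reads held at most 14.5% of them, against 13.7% for all reads, which argues against a few genes as the source. The lowest correlation with the untagged reads in the 3 libraries was 0.987, above the 0.755 to 0.953 of the others, consistent with an error rate that acts on every mRNA alike. Dhh1 replicate 2 was low, at 1.09% against a mean of 3.22%, and its source was not tested.

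In Puf3-dPup2 replicate C1_5, 13 genes passed the target criterion, against a mean of 4.67 in the others. Of these, 1 is a Puf3 target and 8 rest on 1 tagged read, which argues against Pup2 activity from a mixed sample. In Puf4 T1 replicate C2_1, 202 genes passed, against a mean of 158, and no explanation was tested.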

How the results depend on the processing

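The alternatives were set before the data were examined, apart from the grid of expression filters and U columns, which was chosen after seeing the data. No test in this part explains a result, and the cause of each change was not tested unless the setting itself leaves fewer genes or reads. Of 266 results, 117 answer a comparison and 149 are single genes or strains. For the first, 458 values under other settings were obtained, of which 345 stayed on the same side of p = 0.05, within 1.5-fold for counts or within the SD of the libraries for other values, 104 moved, 6 became weaker, 1 stronger and 2 reversed. Leaving out 1 library gave 367 values, of which 54 moved. For the single genes and strains, 455 of 650 values under other settings and 283 of 350 without 1 library stayed within these limits.

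With the median of the libraries' own reliability, the reliability was 0.344 in Mrn1 ΔIDR (0.390 from the averaged libraries), 0.157 in Mrn1 ΔRBD (0.215), 0.198 in Puf4 ΔRBD (0.358) and 0.204 in Puf5 ΔRBD (0.0923). With each strain thinned to 200000 reads, it was 0.171 in Mrn1 ΔIDR, 0.271 in Pub1 ΔIDR_2 (0.693), -0.000213 in Mrn1 ΔRBD, -0.000261 in Puf3 ΔRBD (0.146), -0.000206 in Puf4 ΔRBD and -0.000151 in Puf5 ΔRBD, Puf4 T4 (0.133) and Puf4 T4&ΔIDR (0.117). Pub1 ΔIDR_2 alone crossed 0.6.

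With U lengths 4–16 in place of 4–13, the difference between Puf3 and Puf3-dPup2 reversed to -1.02 (p = 0.304, exact permutation test), since the reads with 16 Us enter.

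The main numbers of targets were 3 in Gbp2, 230 in Mrn1, 182 in Nab6, 22 in Ngr1, 477 in Nsr1, 50 in Pbp2, 180 in Puf4, 43 in Puf5, 487 in Rie1, 5 in Tis11 and 57 in Yll032c. At a threshold of 0.3, they were 1 in Gbp2, 140 in Mrn1, 91 in Nab6, 8 in Ngr1, 96 in Nsr1, 25 in Pbp2, 118 in Puf4, 18 in Puf5, 219 in Rie1, 3 in Tis11 and 31 in Yll032c. At 0.1, they were 12 in Gbp2, 287 in Nab6, 44 in Ngr1, 860 in Nsr1, 80 in Pbp2, 761 in Rie1 and 14 in Tis11. Without the expression filter, Gbp2 had 13 and Tis11 14. With at least 32 RPM, Tis11 had 3 and Yll032c 37. With at least 3 tagged reads, there were 1 in Gbp2, 94 in Nab6, 14 in Ngr1, 232 in Nsr1, 33 in Pbp2, 0 in Tis11 and 37 in Yll032c. Pooled counts gave 7 in Gbp2, 108 in Nab6 and 175 in Nsr1, and thinning to 200000 reads 10 in Gbp2, 281 in Nsr1 and 8 in Tis11. Leaving out 1 library gave 8 to 16 in Gbp2, 95 to 271 in Nab6, 28 to 34 in Ngr1, 293 to 656 in Nsr1 and 8 to 11 in Tis11. The lowest for Nab6 was without replicate 4, the lowest for Nsr1 without replicate 3, and the highest for Ngr1 without replicate 1.

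The correlation of binding score with expression in Pub1 was 0.769 with a pseudocount of 0.1 (0.824). As correlation of log2 modification levels, the profile correlation was 0.721 for Bfr1 and Scp160 (0.792), 0.359 for Mrn1 and Nab6 (0.475), 0.297 for Nsr1 and Pub1 (0.664), 0.380 for Nsr1 and Sro9 (0.676) and 0.475 for Pub1 and Sro9 (0.777). As Spearman's rho it was 0.588, 0.5999, 0.604 and 0.651 for the same pairs without Mrn1 and Nab6. Of the 120 pairs, 100 were under 0.2 in the main analysis, 107 as log2 modification levels and 1 as Spearman's rho. Leaving out 1 library gave 0.754 to 0.789 for Bfr1 and Scp160, 0.604 to 0.670 for Nsr1 and Pub1, and 0.736 to 0.797 for Pub1 and Sro9.

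The main percentages of WT targets kept were 0.870 in Mrn1 ΔRBD, 40.1 in Nab6 ΔRBD_1, 29.1 in Nab6 ΔRBD_2, 39.5 in Pub1 ΔRBD_1, 7.60 in Rie1 ΔRBD_2, 56.0 in Scp160 Δ4 and 13.3 in Scp160 Δ6. At a threshold of 0.3, they were 0 in Mrn1 ΔRBD, 58.2 in Nab6 ΔRBD_1, 42.9 in Nab6 ΔRBD_2, 30.6 in Pub1 ΔRBD_1, 6.39 in Rie1 ΔRBD_2, 27.9 in Scp160 Δ4 and 2.99 in Scp160 Δ6. With at least 3 tagged reads, they were 0 in Mrn1 ΔRBD, 68.1 in Nab6 ΔRBD_1, 56.4 in Nab6 ΔRBD_2, 43.1 in Pub1 ΔRBD_1 and 8.43 in Rie1 ΔRBD_2. Pooled counts gave 68.5 in Nab6 ΔRBD_1, 48.1 in Nab6 ΔRBD_2 and 6.88 in Rie1 ΔRBD_2, and thinning WT and deletion to the same number of reads gave 61.2, 49.1 and 6.69.
Leaving out 1 library gave 0.571 to 1.30 in Mrn1 ΔRBD, 28.04 to 71.6 in Nab6 ΔRBD_1, 19.9 to 55.8 in Nab6 ΔRBD_2, 37.8 to 43.0 in Pub1 ΔRBD_1, 0 to 0.556 in Puf4 T4, 9.78 to 15.6 in Rie1 ΔRBD_1, 5.99 to 8.05 in Rie1 ΔRBD_2, 32.4 to 63.8 in Scp160 Δ4 and 10.9 to 19.5 in Scp160 Δ6. Without Nab6 replicate 4, the Nab6 values were 71.6 and 55.8, and without Scp160 Δ4 replicate 1 that strain had 32.4.

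New targets were 78 in Nab6 ΔRBD_1, 9 in Nab6 ΔRBD_2, 89 in Rie1 ΔRBD_1, 50 in Rie1 ΔRBD_2, 159 in Scp160 Δ4 and 48 in Scp160 Δ6. At a threshold of 0.3, they were 18, 2, 16, 11, 43 and 11 in the same order. With at least 3 tagged reads, they were 25 in Nab6 ΔRBD_1, 23 in Rie1 ΔRBD_1, 7 in Rie1 ΔRBD_2, 48 in Scp160 Δ4 and 6 in Scp160 Δ6. Pooled counts gave 45 in Nab6 ΔRBD_1 and 33 in Rie1 ΔRBD_2, and equal thinning 48 and 28. Leaving out 1 library gave 51 to 192 in Nab6 ΔRBD_1, 7 to 17 in Nab6 ΔRBD_2, 76 to 154 in Rie1 ΔRBD_1 and 106 to 318 in Scp160 Δ4, with the highest values without Nab6 ΔRBD_1 replicate 2, Nab6 ΔRBD_2 replicate C1_1, Rie1 ΔRBD_1 replicate 1 and Scp160 Δ4 replicate 2.
The trend of new targets in the Puf3 series (0.778) became weaker with new targets at 0.3 (0.663, p = 0.0780) and with equal thinning (0.671, p = 0.0770), by exact permutation tests. With at least 3 tagged reads it was 0.807 (exact permutation test, p = 0.0216).

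With sets from gene symbols, the enrichment among Rie1 targets became weaker for the mitochondrion (1.08-fold, p = 1, against 1.27) and the ER (1.42-fold, p = 0.228, against 1.34). At a threshold of 0.3, it became weaker for the cell wall in Pbp2 (1.77-fold, p = 0.977, against 3.09) and the RP genes in Nsr1 (1.12-fold, p = 1, against 4.13), where fewer targets enter. The percentile of the RP genes in Sro9 moved to the other side of 50, from 26.0 to 62.9, with bins of 100 genes.

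Without the expression filter, the number of genes with a higher tagged share in Puf5 than in dPup2 was 26 (49 with it), the number lower was 59 (89) in Puf5 ΔRBD, 26 (70) in Rie1 ΔRBD_1, 67 (154) in Rie1 ΔRBD_2, 0 (2) in Nab6 ΔRBD_1 with 5 at an unadjusted p under 0.05, and 18 (33) in Scp160 Δ4, and 3 genes (0) were higher in Puf3 ΔRBD. limma gave 29 (49) for Puf5 against dPup2, and DESeq2 gave 12 (50) higher in Pub1 ΔRBD_1 and 30 (13) lower in Nab6 ΔRBD_2.
With a replicate block, in fits of the libraries that share a number only, the counts were 161 (358) for Puf3 against dPup2, 121 (303) for Puf4 ΔRBD, 97 (254) for Puf4 T4 and 7 higher (0) for Nab6 ΔRBD_1. The same libraries without the block gave 210, 176, 178 and 8. Whether the block stands for paired libraries was not settled. Of the 15 comparisons with at least 2 shared numbers, only 5 had 3 or more. In none of these 5 did all pairs correlate above 0.1. Mean correlations in the fits above were 0.0425 (Puf3 and dPup2), -0.115 (Puf4 ΔRBD), 0.0744 (Puf4 T4) and -0.00031 (Nab6 ΔRBD_1). The highest was 0.402 in Puf5 T3, where both pairs were above 0.1. Of the 36 pairs, 16 were above 0.1, and the mean correlations of the comparisons had a median of 0.0546.

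Leaving out 1 library gave 148 to 184 genes lower in Puf3 ΔRBD (228), 3 to 244 in Rie1 ΔRBD_1 (70), 22 to 348 in Rie1 ΔRBD_2 (154), 0 to 3 in Nab6 ΔRBD_1 (2) and 2 to 35 in Nab6 ΔRBD_2 (13). Genes higher were 0 to 1 in Rie1 ΔRBD_2, 0 to 8 in Nab6 ΔRBD_1 and 0 to 3 in Nab6 ΔRBD_2. The lowest values were those without Puf3 ΔRBD replicate 3 (148), without Rie1 replicate 4 (3 and 22), without Nab6 replicate 1 (0) and without Nab6 replicate 2 (2), and the highest those without Rie1 replicate 1 (244 and 348) and without Nab6 replicate 4 (3 and 35).
Deletion strains with a changed mRNA level of the RBP were 0 to 5 (1), with 0 without Puf3 T4 replicate 1 or 2 and 5 without Puf4 replicate C1_2. With the share of WT targets kept as the binding change, the correlation with the mRNA change became stronger (0.475, permutation p = 0.00264, against 0.258).

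Depth limits several results. In libraries of Gbp2 and Tis11, background reads at the same depth gave a mean of 4.61 and 5.32 passing genes, so that the numbers of 3 and 5 genes do not exceed background. With at least 3 tagged reads, the highest draw gave 0 genes in either strain, and 1 gene of Gbp2 and 0 of Tis11 passed. ARO8 in Gbp2 had 29 tagged reads of 526. MPT5, the gene of Puf5, had 4 reads and RIE1 11 over the WT libraries, and the filter of the main edgeR fit left both out. The fit without a filter and DESeq2 gave a value in all 50 strains, and 1 strain was changed in each. With DESeq2, the SE of the log2 changes in the Puf5 and Rie1 strains was 0.87 to 2.15. In the simulated Rie1 ΔRBD_1 design, 18.9% of the changed genes were recovered.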

Differences from the paper's values

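No test in this part was chosen after the result was seen, apart from the settings named as such. A setting is said to close a gap if its count came within 1.5-fold of the paper's. It also counts as closed if the counts differed by no more than the SD between libraries.

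For Gbp2, 3 targets were found, against about 10 in Fig. 3E of the paper, read by eye. Of the alternatives set before the data were examined, a threshold of 0.1 (12 targets), no expression filter (13), pooled counts (7) and thinning to 200000 reads (10) closed the gap. A threshold of 0.3, a filter of 32 RPM, at least 3 tagged reads and libraries over 200000 reads only did not. Without replicate 1 there were 16 targets, and without replicate 2 there were 8. In the grid of filters and U columns with a threshold of -2.7 on the log2 scale in place of 0.15, chosen after seeing the values, U columns 0 to 16 with at least 10 RPM gave 10, filters of 8 and 4 RPM gave 11 and 13, and fewer U columns gave 6 to 15.

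For Mrn1, 230 targets were found, against about 350 in Fig. 3E of the paper, read by eye. Of the alternatives set before the data were examined, a threshold of 0.1 (311) and no expression filter (295) closed the gap. A threshold of 0.3, a filter of 32 RPM, at least 3 tagged reads, pooled counts, libraries over 200000 reads only and thinning to 200000 reads did not. Without replicate 1 there were 267, without replicate 2 252 and without replicate 3 175. In the grid chosen after seeing the values, U columns 0 to 16 with at least 16 RPM gave 226 at its threshold of -2.7 on the log2 scale, and the other 11 settings, which came within 1.5-fold, gave 248 to 293.

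For Ngr1, 22 targets were found, against about 35 in Fig. 3E of the paper, read by eye. Of the alternatives set before the data were examined, a threshold of 0.1 (44) and no expression filter (32) closed the gap. A threshold of 0.3, a filter of 32 RPM, at least 3 tagged reads, pooled counts, libraries over 200000 reads only and thinning to 200000 reads did not. Without replicate 1 there were 34, and without replicate 2 there were 28. In the grid chosen after seeing the values, U columns 0 to 15 or 0 to 14 gave 26, 27 and 32 with at least 10, 8 and 4 RPM, and U columns 0 to 16 with at least 4 RPM gave 27.

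For Tis11, 5 targets were found, against about 11 in Fig. 3E of the paper, read by eye. Of the alternatives set before the data were examined, a threshold of 0.1 (14), no expression filter (14) and thinning to 200000 reads (8) closed the gap. A threshold of 0.3, a filter of 32 RPM, at least 3 tagged reads, pooled counts and libraries over 200000 reads only did not. Without replicate 1 there were 8, and without replicate 2 there were 11. In the grid chosen after seeing the values, U columns 0 to 16 gave 10, 12 and 14 with at least 10, 8 and 4 RPM, and fewer U columns gave 9, 13 and 15.

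The paper states that deleting the disordered middle of Puf4 had the same effect as the truncation that abolished binding. The strain labelled Puf4 ΔIDR kept 73.9% of the WT targets, while T4&ΔIDR kept 0. Which of these strains the statement refers to could not be settled.

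The paper states that the RBD deletions of the proteins with dispersed RBDs reduced the binding signal of the WT targets. In Nab6 ΔRBD_1, the tagged share over the WT targets was 14.1%, against 13.96% in WT.

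The paper states that stretches of 1–3 Us showed no preference for the known Puf3 targets and followed transcript abundance. At 3 Us, the Puf3 targets counted here held 50.3% of the reads in the Puf3-Pup2 libraries, and the correlation with expression was 0.284. At 1 and 2 Us, they held 6.54% and 14.2%, with correlations of 0.965 and 0.860.

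The paper states that no new targets appeared when Mrn1 and Pub1 lost the IDRs that abolished binding. In Pub1 ΔIDR_2, 35 genes outside the WT targets passed, against at most 8 in background draws at the same depth, and 4 passed with at least 3 tagged reads. In Mrn1 ΔIDR, 11 genes passed, within the up to 12 of background draws, each from 1 tagged read.

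The paper states that the enrichment of RP genes in Pub1, Sro9 and Nsr1 resulted from their expression. In Nsr1, the median modification level of the RP genes was 0.141, against 0.107 in lists matched on expression, at percentile 100. Of the 120 genes of these lists, 35 were drawn with replacement, which limits the matching.

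The paper states that changes in mRNA level of the RBPs did not correlate with the binding change. The Pearson correlation was 0.258 (permutation p = 0.124), and Spearman's rho was 0.400 (permutation p = 0.0150). Without the 2 strains farthest from the median, rho was 0.333 (permutation p = 0.0517). The share of WT targets kept had a Pearson correlation of 0.475 with the mRNA change (permutation p = 0.00264). Without the same 2 strains it was 0.377 (permutation p = 0.0252). With DESeq2 over 50 strains, the Pearson correlation was 0.203 (permutation p = 0.159) and Spearman's rho 0.353 (permutation p = 0.0122). With binding changes shuffled within each RBP, the mean Pearson correlation was 0.161 (permutation p = 0.433).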

Other observations

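The tests of the splits of the libraries and of low depth in Nsr1 were set before the data were examined, and the other tests in this part were chosen only after the result was seen.

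The real split of the libraries into Puf3 and Puf3-dPup2 was 1 of 100 splits that gave as many genes with a higher tagged share, and the next largest count was 53. The real split was also 1 of 100 for the genes lower in Puf3 ΔRBD, 1 of 35 for those changed in Puf4 ΔRBD and 1 of 35 for those lower in Pub1 ΔIDR_2.

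Stretches of 6 Us were more frequent than the mean of those of 5 and 7 Us. The ratio was 1.29 to 3.82 in the 55 libraries of the 16 reliable RBPs, with a median of 2.68. In the 11 dPup2 libraries, its median was 0.667 (0.133 to 1.24, above 1 in 2 libraries), which argues against a counting step that favours 6 Us in every library. In the 8 C-Swat libraries the median was 0.603, with 1 above 1. A preference of Pup2 for this length stays a hypothesis.

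The shallow Nsr1 libraries passed more genes, 815 and 568, than the others thinned to the same depth, with a mean of at most 324.2 over the draws and 350 in the highest draw, which argues against low depth as the whole cause. In 14 of 23 WT strains, the shallowest library had the highest tagged share, where chance gives 6.75 (one-sided p = 0.00146). Most of these had no reliable profile. With a reliability above 0.6 it did in 4 of 8, where chance gives 2, and under 0.6 in 10 of 15, where chance gives 4.75. In the deletion strains it did in 3 of 19, where chance gives 5.67 (one-sided p = 0.953). In 20 of the 23 WT strains, the shallowest library also had the largest share of reads with 16 Us (one-sided p = 8.96e-09). This is consistent with a difference in library preparation between replicates, which may also raise the tagged share. The 25 libraries under 300000 reads had a median of 13.4% reads with 16 Us, against 6.80% in the other 230. Their reads with 16 Us had a median correlation of 0.468 with the untagged reads, against 0.945.

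Dividing by the tagged share over the WT targets left at most 21 new targets in Puf5 T3, T4, T5 and T6, near T1 and T2, which is consistent with a higher tagging level over all targets. In Puf3 T6, T7 (3 libraries) and Δnon-RBD at least 100 new targets remained as a count, far above the 10 and 30 of T1 and T2. This does not exclude a higher tagging level, since the ratio may correct too little for a typical target. The ratio was 1.32 in T7 (3 libraries) and 1.58 in Δnon-RBD. The median modification level of the WT targets rose more, from 0.846 in WT to 1.78 and 1.91. A loss of specificity, as the paper proposes, stays open for Puf3. In Puf5 T3 to T6 the ratios to WT were 1.96 to 2.65, and dividing by them lowers a count at a fixed threshold in any case. A loss of specificity thus stays open for Puf5 as well.

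Single libraries of Nab6 ΔRBD_1 kept a mean of 44.9% of WT targets, within the 27.7% to 73.7% that single WT libraries kept of each other's targets. Their tagged share over these targets was 13.0% and 13.99%, within the 11.8% to 15.2% of single WT libraries. The losses counted in Nab6 ΔRBD_1 may therefore stem from variation between WT libraries. In Rie1, the mean kept was at most 12.8%, with 15.5% in the highest deletion library, against 22.6% in the lowest WT library. In Pub1 these were 40.7%, 42.9% and 63.5%, and in Scp160 Δ6 14.1%, 17.0% and 54.3%. For these deletions the values argue against such variation as the whole cause.

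Single libraries of Nab6 ΔRBD_2 kept a mean of 33.0%, also within the WT range, but their tagged share over these targets was at most 6.65%, under each WT library. In Scp160 Δ4, the mean kept was 44.4%, with 29.8% and 59.1% on both sides of the lowest WT library, and the tagged share at most 4.84%, against 9.87% and 13.9% in WT. These values argue against variation between WT libraries as the whole cause in both strains. How many of the targets counted as lost it accounts for stays open.

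New targets with at least 3 tagged reads in the RBD deletions of Rie1, Nab6 and Scp160 were set beside the background draws. The highest draw at the same depth gave 0 such genes, which argues against the background of catalytically inactive Pup2 as their source. The draws do not cover background tagging of all mRNAs by active Pup2, which stays open. Variation between WT libraries stays open as a source of new targets in all 3 proteins.

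The RP genes had a median modification level at percentile 26.0 of the lists matched on expression in Sro9, which is consistent with high mRNA levels as the source of their high levels there. In Nsr1 they were at percentile 100. This argues against high mRNA levels as the whole cause only as far as the lists match, since 35 of the 120 genes were drawn with replacement. A preference of Nsr1 for these mRNAs is a hypothesis.

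Comparisons that are not at a claim were the following. Reads with 14–16 Us made up 5.33% ± 1.98 (n = 12) in Puf3-Pup2 and 6.96% ± 2.13 (n = 7) in Puf3-dPup2 (SD, exact permutation test, two-sided, p = 0.111). Those with 14 or 15 Us made up 0.180% ± 0.162 (n = 12) and 0.0616% ± 0.0310 (n = 7) (SD, exact permutation test, two-sided, p = 0.00183).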
